# Integrating gonadal RNA-seq and small RNA-seq to analyze mRNA and miRNA changes in medaka sex differentiation

**DOI:** 10.1038/s41597-025-05129-y

**Published:** 2025-05-12

**Authors:** Xing Lin, Yuanli Zhao, Yifan Bai, Kaifeng Meng, Yuanyuan Chen, Meidi Hu, Fei Liu, Daji Luo

**Keywords:** RNA sequencing, miRNAs

## Abstract

MicroRNAs are important post-transcriptional regulators, yet the molecular crosstalk between miRNAs and their target genes during sex differentiation remains poorly understood. Medaka (*Oryzias latipes*), the first fish in which the sex determination gene was identified, serves as an ideal model for studying this process. Here, we generated gonadal RNA-seq and small RNA-seq data from XY^*DMY*-^ females, wild-type females and males to explore this crosstalk. A total of twenty-seven RNA-seq datasets, comprising 188 Gb of raw reads, and twenty-seven small RNA-seq datasets, totaling 18 Gb of raw reads, were collected, covering 10, 30 and 120 days. After optimizing the mapping and normalizing, we conducted transcriptional and post-transcriptional dynamic analyses of differentially expressed genes and miRNAs between WT females and males, as well as between WT females and XY^*DMY-*^ females. Additionally, we integrated the RNA-seq and small RNA-seq data to construct comprehensive interaction networks and performed a detailed analysis of the temporal dynamics in gene and miRNA expression. These resources offer valuable insights into the transcriptional regulation of gonadal differentiation and development in vertebrates.

## Background & Summary

Fish play a pivotal transitional role in the evolutionary history of vertebrates, with their sex determination strategies covering nearly all observed mechanisms in vertebrates^1,2^. Medaka, which *DMY/dmrt1by* was discovered as the sex determination gene, serves as the optimal model for investigating the molecular mechanisms underlying sex determination and differentiation^3–5^. Over the last three decades, advancements in the genome project^6^, transcriptomics^7,8^, chromatin accessibility^9^, and gene editing^10,11^ have significantly advanced research on medaka. Recent studies have constructed XY^*DMY-*^ female medaka to investigate how *DMY* may function and influence transcription^12^. An increasing number of studies suggest that post-transcriptional regulation plays a crucial role in sex determination and differentiation^13,14^. However, its specific regulatory functions in vertebrates, including medaka, remain undefined.

Post-transcriptional regulation refers to the regulation of gene expression at the post-transcriptional level, including alternative splicing^15,16^, lncRNA^17^, m6A^18,19^, and miRNA^20^. Early studies reported that miR-430 accelerates the deadenylation of target mRNAs^21^ and modulates the number of primordial germ cells in zebrafish^22^. Subsequently, it was found that miR-202-5p, the most common mature form of miRNA in the ovaries of common carp^23^, medaka^24^ and zebrafish^25^, is essential for the development of follicles in juvenile females and for fertility in adult females^24^. These implied that miRNA serve as important post-transcriptional regulatory mechanisms during sex differentiation by facilitating mRNA degradation^26^. Consequently, although many studies focus on the dynamic expression of miRNAs^27^, research integrating mRNA and miRNAs to explore their interconnected regulatory mechanisms remains limited. Thus, we combined gonadal transcriptome and small RNA-seq data to provide a resource for further investigating the post-transcriptional mechanism involved in gonadal differentiation in medaka.

We previously established XY^*DMY-*^ female medaka to investigate the functional role of *DMY* in transcriptional regulation^12^. To further explore the molecular interactions between *DMY* gene, miRNAs and downstream genes networks, we performed transcriptional and post-transcriptional profiling at three stages: 10 days post-hatch (D10), 30 days post-hatch (D30), and 120 days post-hatch (D120) in XY^*DMY-*^ females (MT_Fe_Ov), WT females (WT_Fe_Ov) and males (WT_Ma_Te) (Fig. 1). A total of 54 RNA-seq and miRNA-seq datasets were generated, with standardized processing pipelines. By analyzing these datasets, we identified differentially expressed genes (DEGs), differentially expressed miRNAs (DEMs), and reconstructed dynamic miRNA-mRNA regulatory networks associated with *DMY* gene in medaka. This resource provides critical insights into the interplay between sex determination genes, mRNA dynamics, and miRNA-mediated post-transcriptional mechanisms, offering a foundational framework for studying vertebrate sex determination and gonadal development.

**Fig. 1:**
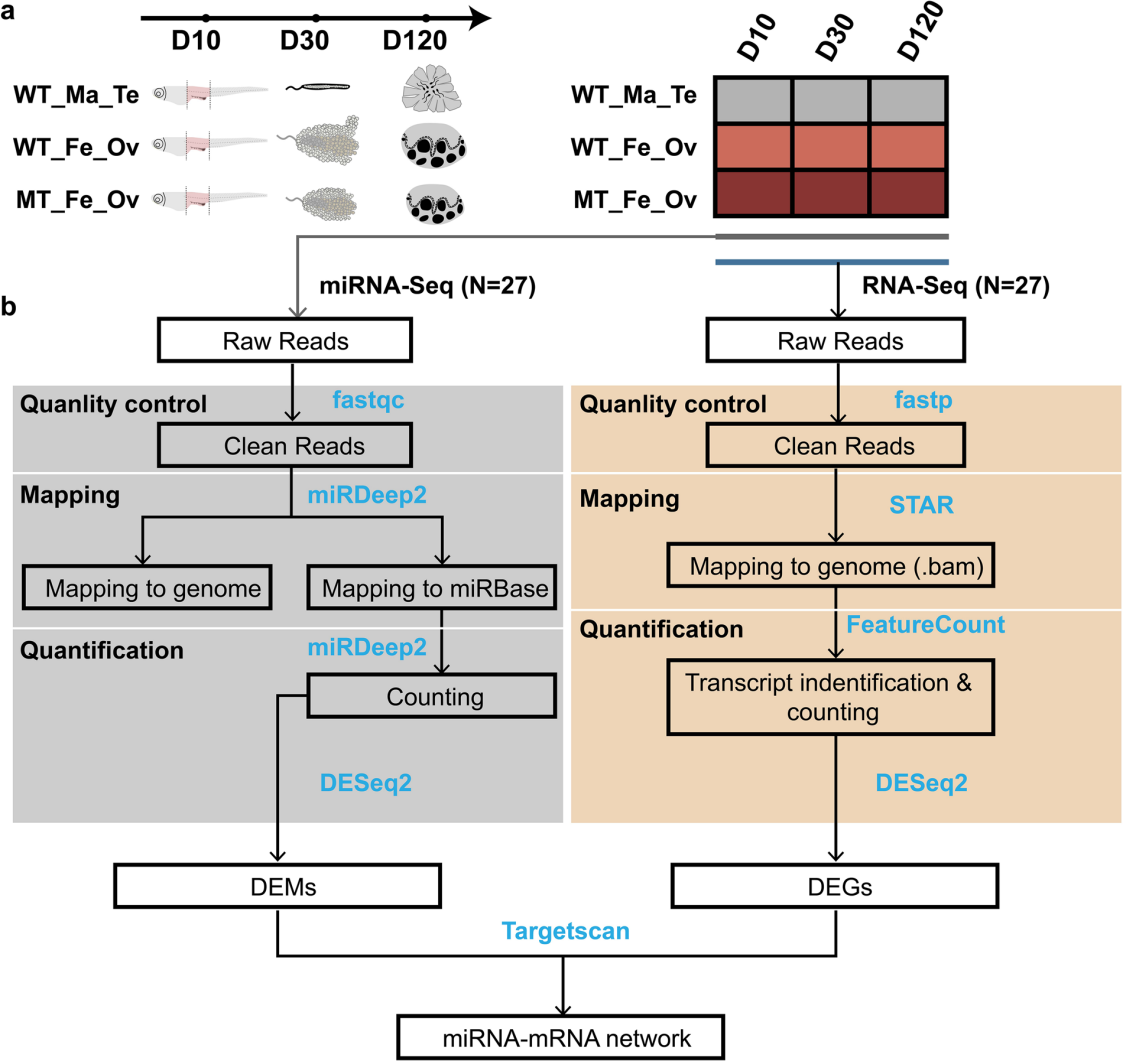
A schematic overview of the RNA-seq and small RNA-seq integration analysis. (**a**) Twenty-seven sets of RNA-seq and twenty-seven sets of small RNA-seq data covering three genotypes in medaka (WT_Ma_Te, WT_Fe_Ov, and MT_Fe_Ov) at three phases of gonadal differentiation (D10, D30, and D120) were collected. WT_Ma_Te: the testis in the male medaka of the wild type; WT_Fe_Ov: the ovary in the female medaka of the wild type; MT_Fe_Ov: the ovary in the female medaka of the mutant type. D10, D30, and D120 stand for 10, 30, and 120 days post hatch, respectively. (**b**) The analysis pipeline for small RNA-seq, RNA-seq, and mRNA-miRNA networks. Filtering out low-expression genes and miRNAs with read counts <1.

### Ethics Statement

The research animals receive optimal feeding and ministration under the supervision of a professional worker. The Institute of Hydrobiology, Chinese Academy of Sciences, approved all procedures and conducted them in accordance with the Guiding Principles for the Care and Use of Laboratory Animals.

## Methods

### Fish maintain and sample collection

XY^*DMY*-^ females medaka were generated using transcription activator-like effector nucleases (TALEN)^12^, with stable inheritance confirmed over ten generations. Medakas were maintained at 28.5 °C under a 14 hours light/10 hours dark cycle (lights on at 8:00 a.m.) at the Institute of Hydrobiology, Chinese Academy of Science.

Based on the medaka sex differentiation, three stages (D10, D30, and D120) were selected as sampling points, with WT_Ma_Te, WT_Fe_Ov, and MT_Fe_Ov as experimental groups. For D10 juveniles, gonadal primordia and adjacent tissues were collected, excluding the head and tail. The tail segment was used for genomic DNA extraction, enabling sex identification and genotyping (XX, XY, XY^*DMY*-^) through *DMY* gene amplification^12^. Tissues from three biological replicates were processed to construct RNA-seq and small RNA-seq libraries for downstream analysis.

### Preparation of cDNA library and Illumina sequencing

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) according to established methods, and the detection of purity, quantity, and integrity of total RNA has been previously described^28^. Total RNA samples were separated into mRNA and small RNA and used for transcriptome sequencing and small RNA sequencing, respectively.

Utilizing Poly (dT) oligo-attached magnetic beads, the mRNA was extracted from the total RNA and enriched. cDNA libraries were then prepared using the TruSeq RNA Sample Preparation Kit (Illumina, USA). Finally, the cDNA libraries were sequenced using the Illumina Hiseq 2000^TM^ platform after PCR amplification.

The conventional methodology was followed in the construction of the small RNA libraries. To put it briefly, polyacrylamide gel electrophoresis was used to separate short-length RNAs, measuring 17 to 32 bp, from the total RNA. After the chosen segments were ligated to 5′ and 3′ RNA adapters, RT-PCR amplification was carried out. Finally, the PCR products were sequenced using the Illumina Hiseq 2000^TM^ platform.

### Read mapping and normalization of RNA-seq data

To remove low-quality reads, RNA-seq data were processed with fastp v0.12.4^29^ using the default parameters (Fig. 2a, b). As the official pipeline tool of the ENCODE project, STAR^30^ has higher accuracy and faster operation efficiency. Therefore, this study used STAR (v2.7.5c) software to align RNA-seq reads with the Medaka genome (ASM223467v1) to improve the dependability (Fig. 2c). The end-to-end alignment was carried out applying the following settings: “--runMode alignReads --outSAMtype BAM SortedByCoordinate --alignEndsType EndToEnd --outFilterMultimapNmax 10 --readFilesCommand zcat--outFileNamePrefix --genomeDir --readFilesIn --quantMode TranscriptomeSAM GeneCounts”. Employing featureCounts (v2.0.1) command “-T threads -p -C -B -t exon -g gene -a gtf -o output bam” to aggregate the raw counts of mapped reads. Fragments per kilobase of exon model per million (FPKM) data were generated using the *fpkm* function in DESeq2^31^, and then the FPKM values were employed for principal component analysis (PCA) and cluster analysis, filtering out low-expression genes with read counts < 1.

**Fig. 2:**
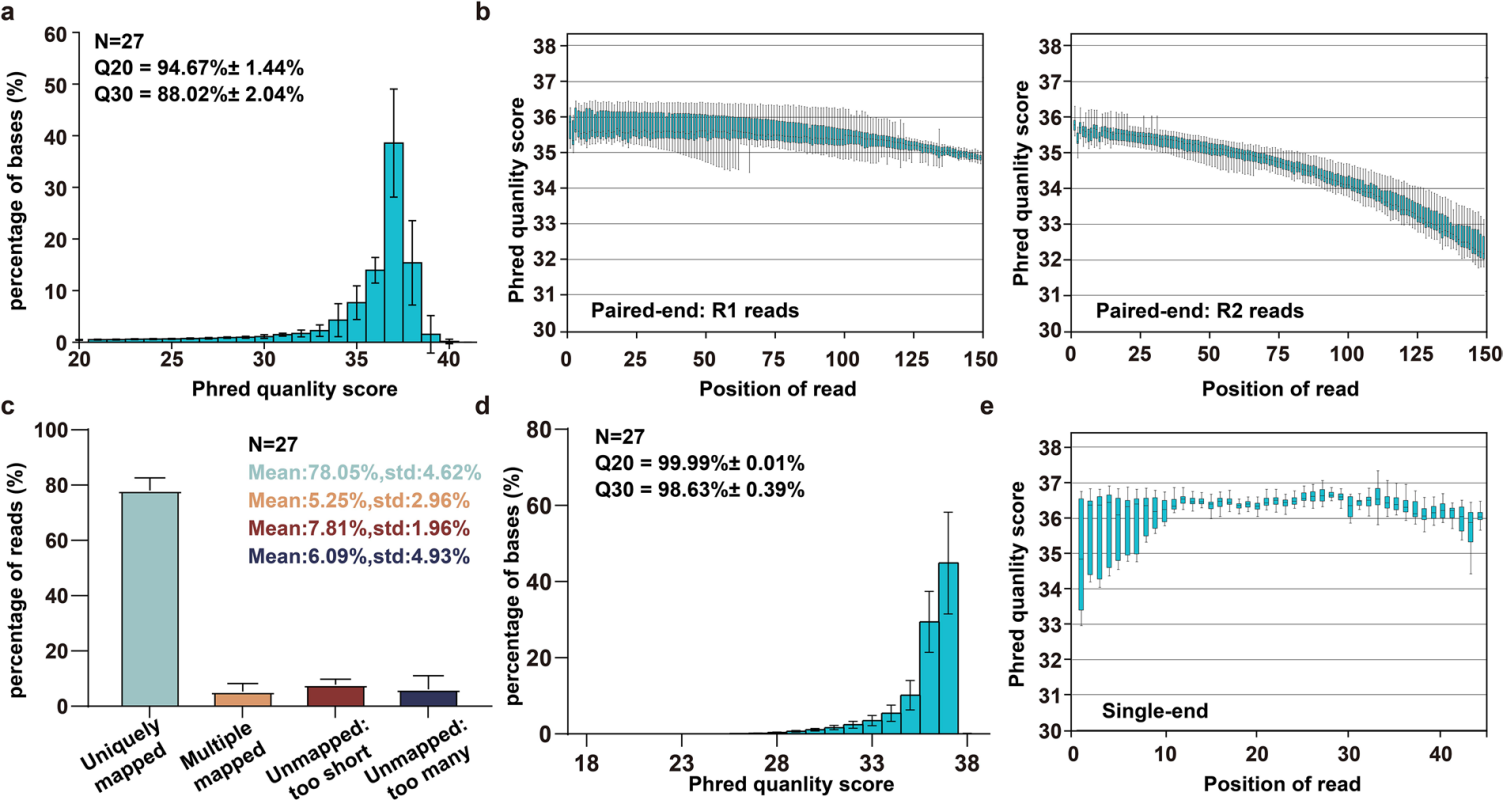
Summary of sequencing and genome alignment data. (**a**) The distribution of the mean quality of the RNA-seq reads. (**b**) The base quality of the paired-end R1 and R2. Data are presented as median ± minimum to maximum. (**c**) Summary of genome alignment for RNA-seq. Uniquely mapped means reads successfully mapped to one genomic location; Multiple mapped means reads successfully mapped to multiple genomic locations; Unmapped: too short means that failed to be mapped because the read was too short; Unmapped: too many means reads that failed to be mapped because of too many mismatches. (**d**) The distribution of the mean quality of the small RNA-seq reads. (**e**) The base quality of the singed end reads. Data are presented as median ± minimum to maximum.

Differentially expressed genes (DEGs) among WT_Fe_Ov, WT_Ma_Te, and MT_Fe_Ov at three phases (D10, D30, and D120) were identified by DESeq2^31^. In summary, the analysis was done for nine groups (WT_Fe_Ov vs. WT_Ma_Te, MT_Fe_Ov vs. WT_Ma_Te, and WT_Fe_Ov vs. MT_Fe_Ov at the D10; WT_Fe_Ov vs. WT_Ma_Te, MT_Fe_Ov vs. WT_Ma_Te, and WT_Fe_Ov vs. MT_Fe_Ov at the D30; WT_Fe_Ov vs. WT_Ma_Te, MT_Fe_Ov vs. WT_Ma_Te, and WT_Fe_Ov vs. MT_Fe_Ov at the D120). Genes were considered differentially expressed when the adjusted *P*-value was ≤ 0.01 and the absolute value of log_2_[foldchange] was ≥ 1. We used fuzzy clustering analysis to gain a deeper understanding of the expression patterns of three genotypes at three developmental stages. Genes were sorted according to their fuzzy clustering patterns using heatmap, and GO (Gene Ontology) enrichment was performed by ClusterProfiler v3.12.0^32^ to obtain each cluster’s function. The *P*-value ≤ 0.05 was used as the cutoff criterion.

### Read mapping and normalization of small RNA-seq data

Raw small RNA-seq reads were initially processed to yield high-quality reads with lengths longer than 17 nt. The library was then analyzed for quality using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) to delete reads with Q values < 20 (Fig. 2d, e). Clean reads were mapped to the Medaka genome (ASM223467v1) using the mapper.pl module from miRDeep v2.0.1.2^33^ with the parameters: -c -j -l -m -p -s -t -o. miRNA quantification was performed using the quantifier.pl program (parameters:“-p hairpin.fa -m mature.fa -r -y”) to analyze known miRNAs from FishmiRNA database^34^. The reads per million mapped reads (RPM) values are calculated with the following formula: $$R{PM}=\frac{c{ount}\times {10}^{6}}{{\rm{L}}{ibrarysize}}$$, and then the RPM values were used to perform cluster and PCA analysis after non-expressed miRNAs were filtered out.

miRNA targets in medaka were predicted using the TargetScan package (v7.0)^35^. There are all 18,205 medaka 3′UTR sequences from Ensembl (Release 113) and curated 437 medaka miRNAs from the FishmiRNA database (v2.0). A novel computational workflow was developed to perform *de novo* prediction by modifying targetscan_70.pl (EasyTargetScan_0.2.py)^36^ to use medaka-specific parameters (Taxon ID: 8090). DESeq2^31^ was employed to identify differentially expressed miRNAs (DEMs) across nine pairwise comparisons among WT_Fe_Ov, WT_Ma_Te, and MT_Fe_Ov at three stages (D10, D30, and D120), following the same analytical pipeline used for DEGs.

### Transcriptional and post-transcriptional dynamic analysis of DEGs and DEMs

The mRNA expression pattern of MT_Fe_Ov closely mirrored that of WT_Fe_Ov at each stage (D10, D30, and D120) (Fig. 3). Therefore, we grouped RNA-seq samples from both WT_Fe_Ov and MT_Fe_Ov as the Ovary group (Fe_Ov), while WT_Ma_Te samples were assigned to the Testis group (Ma_Te). 

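The similarity of the ovaries was measured in the RNA-seq libraries with Pearson's r of the FPKM values across the genes with at least 1 count in the 27 libraries, which is a correlation across genes and not across animals. At D10, the 9 pairs of a WT_Fe_Ov and a MT_Fe_Ov library had a mean r of 0.946 ± 0.0116 (SD), and the 18 pairs of an ovary and a testis library had a mean r of 0.878 ± 0.0751 (SD). The difference of 0.0683 was smaller than the spread of the ovary and testis pairs at this stage, whose r went from 0.747 to 0.961. With 1 D10 library left out, the difference ranged from 0.0359, without replicate 3 of WT_Ma_Te, to 0.103, without replicate 1 of WT_Ma_Te. At D30, the mean r was 0.961 ± 0.0243 (SD) between WT_Fe_Ov and MT_Fe_Ov and 0.289 between ovary and testis, a difference of 0.672. At D120, the corresponding values were 0.991 ± 0.00178 (SD) and 0.300, a difference of 0.691. With Spearman's rank correlation in place of Pearson's, these differences were 0.0411 at D10, 0.160 at D30 and 0.198 at D120. Of the genes that differed between WT_Fe_Ov and WT_Ma_Te at D30 and were tested in both comparisons with the testis (adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1), 82.1% also differed in the same direction between MT_Fe_Ov and WT_Ma_Te. At D120 this share was 92.2%. The shared testis libraries enter both comparisons, so part of this overlap comes from the samples in common.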

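Between WT_Fe_Ov and MT_Fe_Ov themselves, with 3 libraries in each group, 92 genes at D10, 401 genes at D30 and 25 genes at D120 passed the same thresholds. The largest differences among genes with a mean of at least 100 counts in the higher group, and with every library of one group above every library of the other, were as follows. At D10, LOC105358485, an lncRNA gene on chromosome 8 of ASM223467v1 from 8890807 to 8891508, had 32.0 ± 3.32 FPKM (SD, n = 3) in WT_Fe_Ov and 1.65 ± 0.310 FPKM (SD, n = 3) in MT_Fe_Ov. Its log2 fold change was 4.16 (standard error 0.26, adjusted p = 0.00360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D30, ano3 on chromosome 6 from 15457671 to 15492903 had 11.1 ± 2.14 FPKM (SD, n = 3) in WT_Fe_Ov, while no MT_Fe_Ov library had more than 2 counts. Set against a floor of 3 counts, ano3 was at least 194-fold higher in WT_Fe_Ov (adjusted p = 0.000353 in the same edgeR test). In the other direction, LOC101168460 on chromosome 7 had 0.518 ± 0.0625 FPKM in WT_Fe_Ov and 14.4 ± 1.97 FPKM in MT_Fe_Ov (SD, n = 3 each), a log2 fold change of -4.86 (standard error 0.19, adjusted p = 0.000197 in the same edgeR test). At D120, LOC101171084 on chromosome 8 from 23339619 to 23346718 had 184.8 ± 12.0 FPKM in WT_Fe_Ov and 5.53 ± 1.05 FPKM in MT_Fe_Ov (SD, n = 3 each), a log2 fold change of 5.05 (standard error 0.15, adjusted p = 1.2e-07 in the same edgeR test).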

Differential expression analysis was performed using DESeq2^31^ to identify DEGs between these two groups. 

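With the 6 ovary libraries of a stage in 1 group and the 3 testis libraries in the other, 57 genes were higher in the ovary and 6 higher in the testis at D10. At D30 the numbers were 5573 and 9241, and at D120 they were 5973 and 8043. These calls come from edgeR's quasi-likelihood test at the thresholds of Table 5, and DESeq2 gave 1470 genes in total at D10, 13972 at D30 and 13057 at D120. Across the fits that each left out 1 library or all libraries of 1 replicate number, the D10 total ranged from 0 to 3907.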

For the Upset analysis, we established six comparison groups: (1) ovary-upregulated at D10, (2) ovary-upregulated at D30, (3) ovary-upregulated at D120, (4) testis-upregulated at D10, (5) testis-upregulated at D30, and (6) testis-upregulated at D120.

**Fig. 3:**
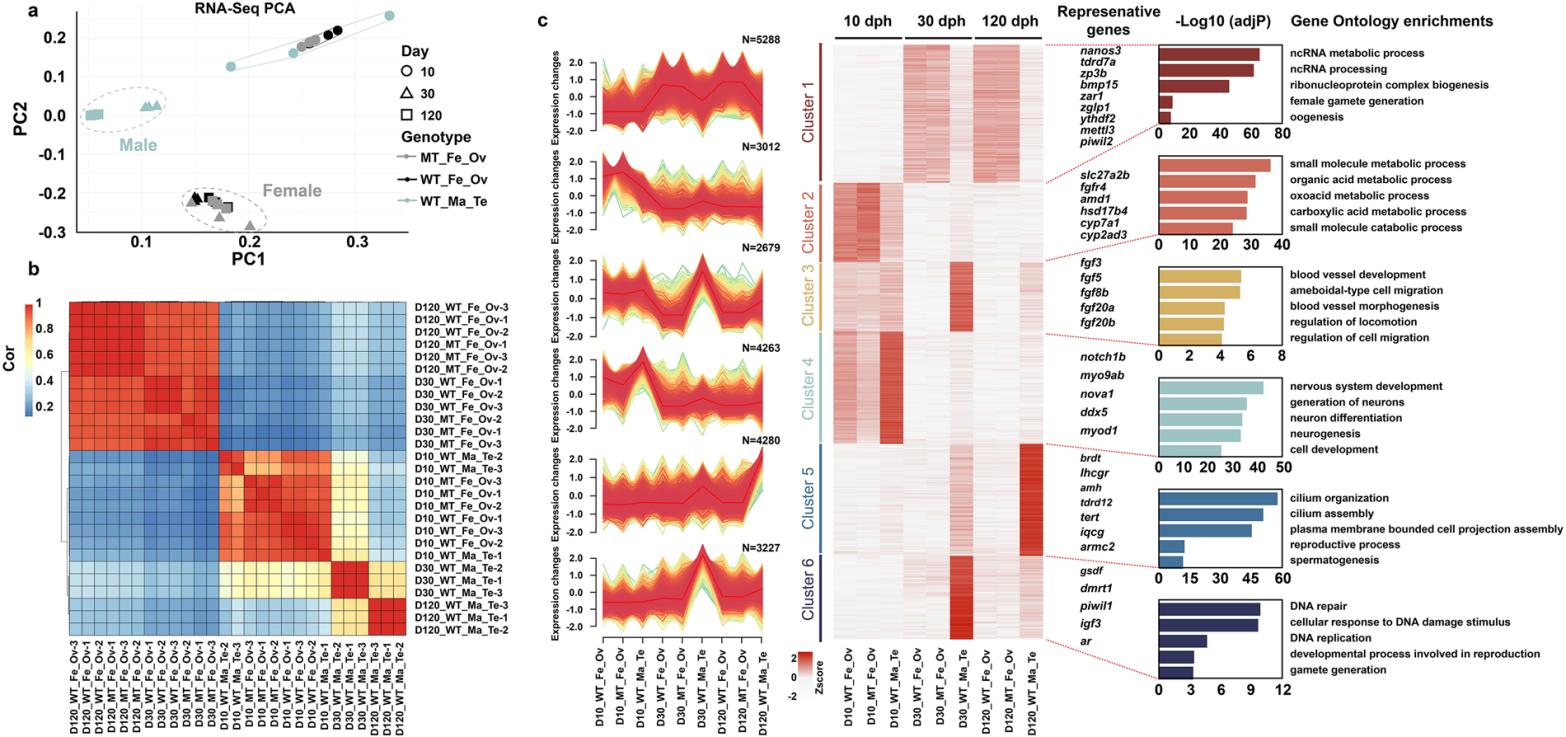
Gene expression profile based on RNA-seq among different groups. (**a**) The PCA of 27 sets of RNA-seq data. D10 is represented by circular markers, D30 by triangle markers, and D120 by square markers; MT_Fe_Ov is represented by grey, WT_Fe_Ov by black, and WT_Ma_Te by light blue. (**b**) The correlation analysis of 27 sets of RNA-seq data. (**c**) Heatmap of 6 mRNA expression profile clusters across gonad development. The bar plots on the right display selected biological process GO enrichment of relevant clusters and represent the important genes of each cluster.

PCA results indicated significant separation of miRNA expression patterns along PC1 for all three genotypes at both D30 and D120 (Fig. 4a). To further investigate genotype-specific effects, we expanded the Upset analysis to nine comparison groups, including pairwise contrasts between WT_Fe_Ov, MT_Fe_Ov, and WT_Ma_Te at each stage (D10, D30, and D120). This approach facilitated systematic exploration of dynamic transcriptional and post-transcriptional regulatory processes during medaka sex differentiation.

**Fig. 4:**
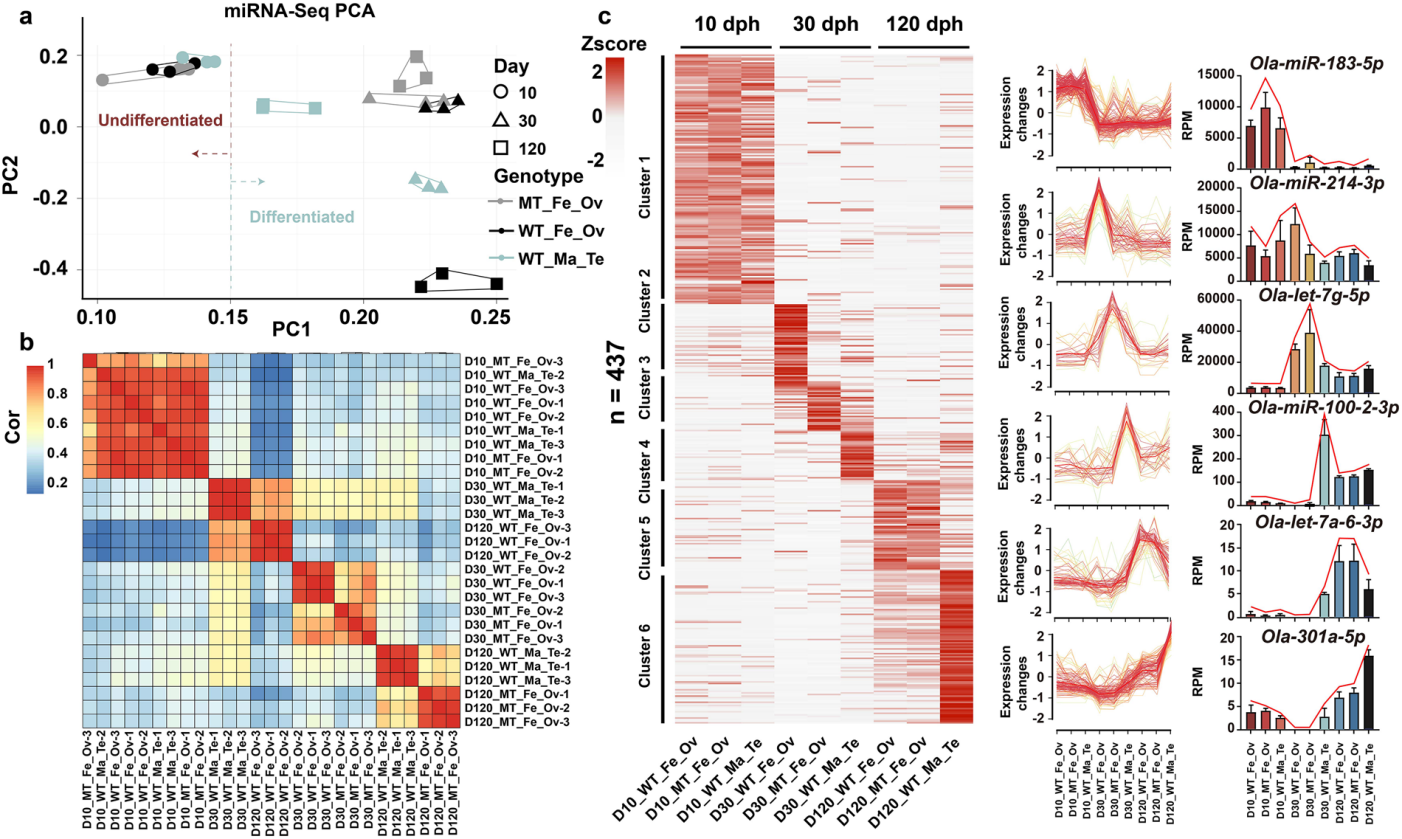
Gene expression profile based on miRNA among different groups. (**a**) PCA of 27 sets of small RNA-seq data. D10 is represented by circular markers, D30 by triangle markers, and D120 by square markers; MT_Fe_Ov is represented by grey, WT_Fe_Ov by black, and WT_Ma_Te by light blue. (**b**) Correlation analysis of 27 sets of small RNA-seq data. (**c**) Heatmap of 6 miRNA expression profile clusters across gonad development. The bar plots and line charts on the right display expressing trends of the miRNAs of each cluster.

## Data Records

All raw reads from RNA-seq and small RNA-seq were deposited in the Sequence Read Archive (SRA) under the study accession SRP529327^37^. The raw read count dataset of RNA-seq is available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE288571^38^, while the small RNA-seq raw read count dataset is under accession number GSE288572^39^.

We generated 27 RNA-seq libraries, producing a total of 66.23 Mb high-quality read pairs. Each library yielded between 19.8 and 36.2 million read pairs, with an average Q20 score of 94.67% (Fig. 2a, b and Table 1). Using the Medaka reference genome (ASM223467v1), we achieved an average alignment rate of 83.2% for RNA-seq reads (Fig. 2c and Table 2).

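The share of the uniquely aligned read pairs of Table 2 that the authors' counting assigned to a gene ranged from 32.3% to 80.2% over the 27 libraries, with a median of 67.4%. It was lowest in D30 MT_Fe_Ov, with 44.1% ± 10.1 (SD, n = 3), and in D10 WT_Ma_Te, with 45.6% ± 15.9 (SD, n = 3). For D30 WT_Fe_Ov the share was 78.7% ± 1.40 (SD, n = 3), and for D10 WT_Fe_Ov it was 61.2% ± 1.99 (SD, n = 3). The total count per library was at most 11886562 in D10 WT_Ma_Te and between 6301347 and 10129588 in D30 MT_Fe_Ov, and the lowest total among the other groups was 10660310, in D10 WT_Fe_Ov. In the library with the smallest total, 3 counts correspond to 0.540 CPM (counts scaled to the library's total count), which was taken as the smallest level that the depth can show, counting error only. From the bases and read pairs of Table 1, the D30 WT_Ma_Te libraries had 200 bases per read pair and the libraries of the other groups 300, so read length and tissue cannot be told apart within D30.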

**Table 1:** Quality summary of RNA-seq data.

Sample_id	Total_reads	Total_bases	Read1 q20_rate	Read2 20_rate	Read1 q30_rate	Read2 q30_rate	GC content
D10_WT_Fe_Ov-1	23,281,142	6,984,342,600	97.37%	94.81%	92.96%	88.46%	51.25%
D10_WT_Fe_Ov-2	21,976,261	6,592,878,300	97.39%	95.16%	93.08%	89.11%	50.35%
D10_WT_Fe_Ov-3	24,072,298	7,221,689,400	97.45%	94.83%	93.20%	88.45%	51.08%
D10_MT_Fe_Ov-1	24,057,982	7,217,394,600	97.41%	94.86%	93.10%	88.59%	51.82%
D10_MT_Fe_Ov-2	24,077,566	7,223,269,800	97.26%	94.41%	92.68%	87.63%	51.48%
D10_MT_Fe_Ov-3	24,006,186	7,201,855,800	97.28%	94.44%	92.75%	87.67%	51.43%
D10_WT_Ma_Te-1	22,729,540	6,818,862,000	97.27%	94.59%	92.65%	87.89%	50.53%
D10_WT_Ma_Te-2	21,328,720	6,398,616,000	97.34%	95.38%	92.92%	89.60%	49.78%
D10_WT_Ma_Te-3	21,571,864	6,471,559,200	97.59%	95.10%	93.54%	89.04%	49.48%
D30_WT_Fe_Ov-1	24,045,970	7,213,791,000	98.21%	97.71%	93.97%	92.22%	52.63%
D30_WT_Fe_Ov-2	24,017,013	7,205,103,900	98.23%	97.75%	94.06%	92.35%	52.22%
D30_WT_Fe_Ov-3	24,131,188	7,239,356,400	98.32%	98.01%	94.42%	93.28%	52.46%
D30_MT_Fe_Ov-1	24,029,240	7,208,772,000	97.94%	96.88%	93.11%	89.82%	52.39%
D30_MT_Fe_Ov-2	24,122,503	7,236,750,900	98.06%	97.52%	93.62%	91.83%	52.34%
D30_MT_Fe_Ov-3	24,018,548	7,205,564,400	97.90%	97.32%	93.05%	91.00%	52.40%
D30_WT_Ma_Te-1	36,137,715	7,227,543,000	97.66%	95.78%	93.97%	89.72%	49.26%
D30_WT_Ma_Te-2	32,750,838	6,550,167,600	95.74%	95.67%	89.91%	89.43%	48.82%
D30_WT_Ma_Te-3	36,206,331	7,241,266,200	95.61%	95.64%	89.63%	89.33%	49.05%
D120_WT_Fe_Ov-1	24,057,418	7,217,225,400	98.11%	95.50%	94.74%	89.40%	50.98%
D120_WT_Fe_Ov-2	24,021,741	7,206,522,300	97.96%	95.24%	94.39%	88.81%	50.61%
D120_WT_Fe_Ov-3	21,406,542	6,421,962,600	98.13%	95.71%	94.86%	89.93%	51.33%
D120_MT_Fe_Ov-1	24,039,351	7,211,805,300	98.08%	95.32%	94.72%	89.01%	50.89%
D120_MT_Fe_Ov-2	24,011,544	7,203,463,200	98.07%	95.39%	94.63%	89.17%	51.03%
D120_MT_Fe_Ov-3	24,056,110	7,216,833,000	98.09%	95.51%	94.70%	89.45%	50.84%
D120_WT_Ma_Te-1	24,071,018	7,221,305,400	98.19%	96.25%	94.84%	90.51%	49.21%
D120_WT_Ma_Te-2	19,822,283	5,946,684,900	98.08%	95.17%	94.73%	88.77%	49.30%
D120_WT_Ma_Te-3	20,328,069	6,098,420,700	97.98%	95.28%	94.49%	89.03%	48.90%

D10: 10 days post hatch, D30: 30 days post hatch, D120: 120 days post hatch, WT_Ma_Te: the testis in the male medaka of the wild type, WT_Fe_Ov: the ovary in the female medaka of the wild type, and MT_Fe_Ov: the ovary in the female medaka of the mutant type, 1: sample1, 2: sample2, 3: sample3.

**Table 2:** Summary of mapping results from RNA-seq. uniq_align: reads successfully mapped to one genomic location, mul_align: reads successfully mapped to multiple genomic locations, overall_align: overall alignment.

Sample_id	Paired_reads	Uniq_align	Mul_align	%Uniq align	%Mul align	%Overall align
D10_WT_Fe_Ov-1	23,281,142	18,725,367	657,099	80.43	2.82	83.25
D10_WT_Fe_Ov-2	21,976,261	18,081,832	530,588	82.28	2.41	84.69
D10_WT_Fe_Ov-3	24,072,298	19,494,700	649,970	80.98	2.7	83.68
D10_MT_Fe_Ov-1	24,057,982	19,921,514	601,808	82.81	2.5	85.31
D10_MT_Fe_Ov-2	24,077,566	19,950,003	606,688	82.86	2.52	85.38
D10_MT_Fe_Ov-3	24,006,186	19,487,427	568,900	81.18	2.37	83.55
D10_WT_Ma_Te-1	22,729,540	18,811,141	417,375	82.76	1.84	84.6
D10_WT_Ma_Te-2	21,328,720	17,456,543	456,862	81.85	2.14	83.99
D10_WT_Ma_Te-3	21,571,864	17,214,423	471,822	79.8	2.19	81.99
D30_WT_Fe_Ov-1	24,045,970	19,080,585	1,949,950	79.35	8.11	87.46
D30_WT_Fe_Ov-2	24,017,013	19,191,494	1,963,067	79.91	8.17	88.08
D30_WT_Fe_Ov-3	24,131,188	19,207,646	1,989,848	79.6	8.25	87.84
D30_MT_Fe_Ov-1	24,029,240	17,489,461	1,685,097	72.78	7.01	79.8
D30_MT_Fe_Ov-2	24,122,503	17,101,675	1,847,192	70.9	7.66	78.55
D30_MT_Fe_Ov-3	24,018,548	18,283,159	1,560,893	76.12	6.5	82.62
D30_WT_Ma_Te-1	36,137,715	25,727,009	1,306,939	71.19	3.62	74.81
D30_WT_Ma_Te-2	32,750,838	22,895,786	1,142,649	69.91	3.49	73.4
D30_WT_Ma_Te-3	36,206,331	24,919,107	1,285,803	68.83	3.55	72.38
D120_WT_Fe_Ov-1	24,057,418	17,968,462	2,274,139	74.69	9.45	84.14
D120_WT_Fe_Ov-2	24,021,741	18,112,448	2,194,695	75.4	9.14	84.54
D120_WT_Fe_Ov-3	21,406,542	16,222,158	1,846,463	75.78	8.63	84.41
D120_MT_Fe_Ov-1	24,039,351	18,201,029	2,149,305	75.71	8.94	84.65
D120_MT_Fe_Ov-2	24,011,544	18,159,465	2,242,203	75.63	9.34	84.97
D120_MT_Fe_Ov-3	24,056,110	18,104,040	2,299,542	75.26	9.56	84.82
D120_WT_Ma_Te-1	24,071,018	20,608,761	729,351	85.62	3.03	88.65
D120_WT_Ma_Te-2	19,822,283	16,289,666	587,134	82.18	2.96	85.14
D120_WT_Ma_Te-3	20,328,069	16,843,364	603,727	82.86	2.97	85.83

In parallel, we constructed 27 small RNA-seq libraries, generating 66.19 Mb clean read pairs, with individual libraries ranging from 20.3 to 30.3 million read pairs. Over 98% of small RNA-seq reads exhibited a quality score of ≥Q30 (Fig. 2d,e and Table 3). Alignment analysis revealed that 40.55% of small RNA-seq reads mapped to the Medaka genome. To identify known miRNAs, we aligned reads to the FishmiRNA database (https://www.fishmirna.org), achieving alignment rates ranging from 0.2% to 36%, with an average of 11% (Table 4).

**Table 3:** Quality summary of small RNA-seq data.

Sample_id	Total_reads	Total_bases	Q30_rate	Mean_length	GC_content
D10_WT_Fe_Ov-1	25,340,740	610,953,125	98.61%	24.11	54.51%
D10_WT_Fe_Ov-2	25,294,606	724,311,270	98.43%	28.64	57.20%
D10_WT_Fe_Ov-3	25,403,760	688,345,355	98.72%	27.1	56.78%
D10_MT_Fe_Ov-1	25,233,553	628,155,052	98.79%	24.89	55.04%
D10_MT_Fe_Ov-2	25,211,933	678,457,284	98.74%	26.91	58.92%
D10_MT_Fe_Ov-3	25,197,125	600,346,800	98.76%	23.83	53.18%
D10_WT_Ma_Te-1	25,335,072	741,052,665	98.78%	29.25	60.01%
D10_WT_Ma_Te-2	25,343,246	748,628,615	98.58%	29.54	59.37%
D10_WT_Ma_Te-3	25,255,462	674,551,143	98.81%	26.71	54.39%
D30_WT_Fe_Ov-1	20,338,240	531,257,027	98.05%	26.12	47.55%
D30_WT_Fe_Ov-2	20,409,172	549,499,676	97.92%	26.92	46.62%
D30_WT_Fe_Ov-3	20,381,851	544,816,277	98.40%	26.73	47.40%
D30_MT_Fe_Ov-1	20,423,310	550,871,375	98.31%	26.97	47.34%
D30_MT_Fe_Ov-2	20,437,592	554,195,057	98.21%	27.12	46.36%
D30_MT_Fe_Ov-3	20,463,766	563,557,583	98.16%	27.54	45.66%
D30_WT_Ma_Te-1	20,430,027	536,221,818	98.21%	26.25	46.28%
D30_WT_Ma_Te-2	20,443,465	521,292,557	98.24%	25.5	46.64%
D30_WT_Ma_Te-3	20,522,479	542,763,725	98.15%	26.45	46.25%
D120_WT_Fe_Ov-1	25,378,734	762,354,361	98.91%	30.04	49.16%
D120_WT_Fe_Ov-2	27,838,712	795,911,644	99.06%	28.59	46.43%
D120_WT_Fe_Ov-3	27,809,439	802,474,248	99.08%	28.86	46.45%
D120_MT_Fe_Ov-1	25,318,727	736,735,418	98.91%	29.1	48.18%
D120_MT_Fe_Ov-2	27,835,139	804,221,984	98.78%	28.89	46.76%
D120_MT_Fe_Ov-3	25,347,716	733,508,948	98.69%	28.94	48.43%
D120_WT_Ma_Te-1	30,352,896	830,596,724	99.32%	27.36	49.93%
D120_WT_Ma_Te-2	30,323,352	853,869,484	99.15%	28.16	50.07%
D120_WT_Ma_Te-3	30,317,565	841,580,257	99.45%	27.76	50.32%

**Table 4:** Summary of mapping results from small RNA-seq.

Sample_id	Mapping to genome			Mapping to miRNA		
	Total reads	Mapped reads	%Mapped reads	Total reads	Mapped reads	%Mapped reads
D10_WT_Fe_Ov-1	25,246,839	12,306,815	48.746	25,245,658	7,316,420	28.98%
D10_WT_Fe_Ov-2	25,190,914	9,453,796	37.529	25,189,076	4,245,665	16.86%
D10_WT_Fe_Ov-3	25,355,774	12,545,104	49.476	25,354,463	4,747,317	18.72%
D10_MT_Fe_Ov-1	25,117,208	12,646,029	50.348	25,114,756	7,141,964	28.44%
D10_MT_Fe_Ov-2	25,043,549	13,333,089	53.24	25,041,417	5,245,343	20.95%
D10_MT_Fe_Ov-3	24,260,188	12,792,958	52.732	24,259,427	8,683,119	35.79%
D10_WT_Ma_Te-1	24,312,272	8,823,057	36.291	24,310,479	2,487,793	10.23%
D10_WT_Ma_Te-2	25,230,729	9,295,207	36.841	25,228,181	2,481,530	9.84%
D10_WT_Ma_Te-3	25,077,244	13,506,466	53.859	25,075,839	8,654,194	34.51%
D30_WT_Fe_Ov-1	29,252,111	14,036,728	47.985	28,616,209	803,915	2.81%
D30_WT_Fe_Ov-2	29,775,099	14,211,937	47.731	29,181,006	527,847	1.81%
D30_WT_Fe_Ov-3	29,546,350	13,925,452	47.131	28,853,610	610,739	2.12%
D30_MT_Fe_Ov-1	25,311,035	10,255,265	40.517	25,283,070	109,731	0.43%
D30_MT_Fe_Ov-2	22,897,912	6,897,848	30.124	22,868,748	55,913	0.24%
D30_MT_Fe_Ov-3	25,087,756	9,841,288	39.227	25,058,031	333,267	1.33%
D30_WT_Ma_Te-1	27,391,880	10,748,511	39.24	27,378,402	534,595	1.95%
D30_WT_Ma_Te-2	27,822,632	11,532,499	41.45	27,810,030	490,731	1.76%
D30_WT_Ma_Te-3	27,809,439	11,257,716	40.482	27,796,786	305,367	1.10%
D120_WT_Fe_Ov-1	19,854,811	6,419,342	32.331	19,790,498	1,822,442	9.21%
D120_WT_Fe_Ov-2	19,485,178	6,771,627	34.753	19,422,167	3,478,664	17.91%
D120_WT_Fe_Ov-3	19,839,870	6,406,025	32.289	19,776,203	2,026,439	10.25%
D120_MT_Fe_Ov-1	19,846,791	6,514,453	32.824	19,784,053	1,615,155	8.16%
D120_MT_Fe_Ov-2	19,558,876	6,700,977	34.261	19,496,366	2,599,139	13.33%
D120_MT_Fe_Ov-3	20,085,501	6,056,564	30.154	20,023,192	1,378,535	6.88%
D120_WT_Ma_Te-1	19,709,852	6,901,131	35.014	19,646,638	1,142,285	5.81%
D120_WT_Ma_Te-2	19,748,525	6,917,745	35.029	19,684,427	1,045,487	5.31%
D120_WT_Ma_Te-3	20,013,972	6,893,649	34.444	19,952,636	1,137,579	5.70%

## Technical Validation

### mRNA expression analysis

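Gonads of medaka were sampled at 10, 30 and 120 days post hatch (D10, D30 and D120) from wild-type XX females (WT_Fe_Ov), wild-type XY males (WT_Ma_Te) and XY females with a TALEN mutation of DMY (MT_Fe_Ov). Each of the 9 groups was sequenced as 3 poly(A) RNA-seq libraries. At D10 the paper took the gonadal primordia together with adjacent tissues, without head and tail, so these libraries do not hold gonad RNA alone. The authors aligned the reads to ASM223467v1 with STAR and deposited, for 26099 genes, the number of read pairs that featureCounts assigned to exons, without normalization. They also deposited FPKM values made from these counts with the fpkm function of DESeq2. The counts left out reads that aligned to several places and used no strand option, so genes with near-identical copies and genes that overlap another gene are uncertain. A total of 25601 genes had at least 1 count over all libraries and 498 had none. The total count per library ranged from 5551651 to 17586392, with a median of 12200597. PCA, correlations and clusters were computed here from the deposited FPKM values. Differentially expressed genes were called from the counts with edgeR's quasi-likelihood test after TMM normalization, at an adjusted p of at most 0.05 (Benjamini-Hochberg) and an absolute log2 fold change of at least 1, as in the legend of Table 5. The DMY gene and its autosomal copy dmrt1 were not analysed here, so the genotype of each library rests on its label.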

RNA-seq analysis was performed with three biological replicates per group. 

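Pearson's r of FPKM was computed for each pair of replicates across the genes with at least 1 count. All 27 pairs within the 9 groups had an r above 0.8. The lowest r was 0.852, between replicates 1 and 3 of D10 WT_Ma_Te. The mean over the 3 pairs of that group was 0.895 ± 0.0501 (SD), against 0.983 ± 0.0146 in D10 WT_Fe_Ov and 0.973 ± 0.0128 in D10 MT_Fe_Ov (SD, 3 pairs each). Among the other groups, the lowest r was 0.947, in D30 MT_Fe_Ov. In D30 and D120 WT_Ma_Te the lowest r was 0.992. On log2(FPKM + 0.1) the lowest r of all pairs was 0.903, again in D10 WT_Ma_Te. Replicate 1 of D10 WT_Ma_Te had a mean r of 0.946 with the 6 ovary libraries of D10 and of 0.867 with the other testis libraries of D10. For replicate 2 these values were 0.874 and 0.916, and for replicate 3 they were 0.813 and 0.901.

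**Figure D1:**
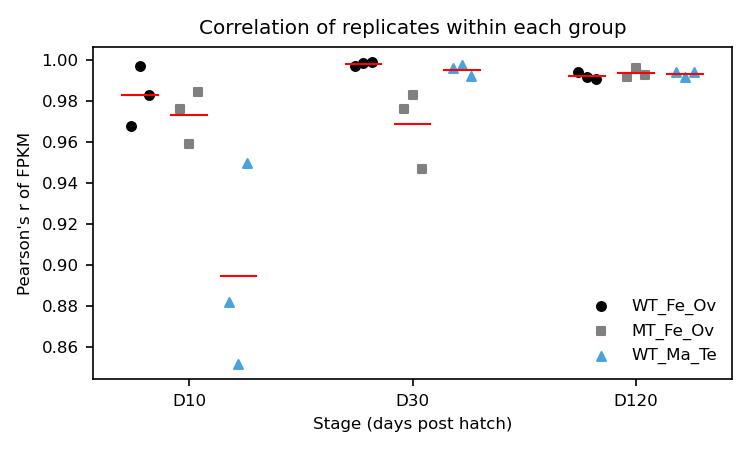
Pearson's r of FPKM (y axis, no unit) for the 3 pairs of replicates in each group, by stage (x axis, days post hatch), with the mean as a red line. The pairs of D10 WT_Ma_Te lie between 0.852 and 0.950.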

Sample consistency was confirmed by correlation coefficients exceeding 0.8 within each group (Fig. 3a, b). Using FPKM values, principal component analysis (PCA) and correlation analysis were conducted. 

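In a PCA of the FPKM values of these genes in the 27 libraries, PC1 held 69.8% and PC2 17.4% of the variance. PC1 scores were expressed in units of their SD over all libraries, signed so that the D120 ovaries lay above the D120 testes on average. At D30 the 6 ovary libraries lay 1.17 above the 3 testis libraries on PC1, and every ovary library lay above every testis library (exact permutation test, two-sided, p = 0.0119, the smallest p that 6 libraries against 3 allow). At D120 the difference was 0.892, again without overlap (exact permutation test, two-sided, p = 0.0119). At D10 the difference was -0.0885 (exact permutation test, two-sided, p = 0.631), smaller than the SD of 0.464 among the 3 testis libraries, so no separation of ovary and testis on PC1 was detected at this stage. The mean PC1 score was -1.34 ± 0.109 in D10 WT_Fe_Ov, -1.22 ± 0.0569 in D10 MT_Fe_Ov and -1.19 ± 0.464 in D10 WT_Ma_Te (SD, n = 3 each). The D30 and D120 ovary groups had means from 0.919 to 1.09, and the testes lay between, at -0.168 and 0.0439. PC1 thus also set D10 apart from the later ovaries. On PC2, not scaled, the mean was 7877 in D30 and 9797 in D120 WT_Ma_Te. The means of all other groups lay between -3672 and -1671, and PC2 was not tested. With the samples as variables and no centring, the PCA gave differences of 0.167 at D10, 0.824 at D30 and 1.73 at D120, the widest change of PC1 among the alternatives tried on all libraries. The D10 difference was also slightly positive on log2 scales, 0.00992 with log2(FPKM + 1), and again not separated (exact permutation test, two-sided, p = 0.726).

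**Figure D2:**
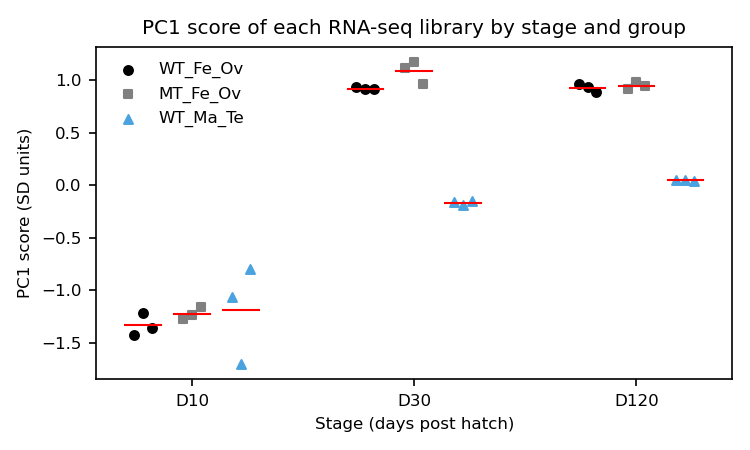
PC1 score (y axis, SD units) of each library by stage (x axis, days post hatch) and group, with the mean of each group as a red line. The D30 and D120 ovaries lie above the testes of the same stage, and the D10 groups overlap.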

PCA revealed clear separation of testis and ovary samples along principal component 1 (PC1, x-axis), further supported by correlation analysis (Fig. 3a, b). 

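Fuzzy c-means clustering was run on the standardized mean FPKM of the 9 groups, with 6 clusters and a fuzzifier of 1.35. The 6 clusters were paired with those of Fig. 3c by the pairing that places most of the representative genes of that figure in their own cluster. Of the 37 genes read from Fig. 3c, 22 were found in the deposited tables under the symbol shown, and 17 of these fell into their cluster. Neither of the genes found of cluster 6, gsdf and piwil1, was among the 17, so the cluster paired with cluster 6 is the one left over and no named gene supports it. Of 44 genes found of Supplementary Fig. 1a, of which only gsdf and piwil1 took part in the pairing, 28 fell into their cluster, with 0 of its 8 genes of cluster 6, and 33 did with log2(FPKM + 1). When 22 genes were drawn at random and paired again in the same way, the median was 9 genes and none of 2000 draws reached 17 (permutation test, one-sided, p = 0.0005, the smallest these draws can give). Clustering of log2(FPKM + 1) placed 14 of the 22 genes in their cluster. The sizes and profiles given next are those of the clusters computed here, numbered by the cluster of Fig. 3c they were paired with. Cluster 1 held 2925 genes, whose mean profile was highest in D30 WT_Fe_Ov, and bmp15, zar1, ythdf2, mettl3 and piwil2 belonged to it. Cluster 2 held 3994 genes, highest in D10 MT_Fe_Ov, with amd1 and hsd17b4. Its size depended on the processing, with 6258 genes on log2(FPKM + 1) and 6642 without replicate 3 in any group. Cluster 3 held 4877 genes, highest in D30 WT_Ma_Te, with fgf3, fgf5, fgf20a and fgf20b. Cluster 4 held 5245 genes, highest in D10 WT_Ma_Te, with myod1, but 3157 genes on log2(FPKM + 1) and 3341 without replicate 3 in any group. Cluster 5 held 5002 genes, highest in D120 WT_Ma_Te, with amh, tdrd12, tert, iqcg and armc2. Cluster 6 held 3558 genes, highest in D120 WT_Fe_Ov. The genes nanos3 and zglp1, which Fig. 3c shows in cluster 1, and lhcgr, which it shows in cluster 5, were assigned to cluster 6. The genes gsdf and piwil1, which it shows in cluster 6, were assigned to cluster 3.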

Based on expression patterns, mRNAs were clustered into six groups, representing distinct expression trends in MT_Fe_Ov, WT_Fe_Ov, and WT_Ma_Te across gonadal development stages (Fig. 3c). To validate the RNA-seq results, we performed qPCR on genes from each cluster (Figure S1 and Table S1). Differential expression analysis of mRNA identified significant changes between groups at each stage, demonstrating proper experimental design, high-quality data, and good technical reproducibility (Table 5 and Figure S2).

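Differentially expressed genes were counted for the 9 comparisons with 3 libraries in each group. In WT_Fe_Ov against WT_Ma_Te, 2 genes were up-regulated and 0 down-regulated at D10, where 1870 genes had an unadjusted p under 0.05. At D30 this comparison gave 5615 up-regulated and 9002 down-regulated genes, and at D120 it gave 5902 and 7410. In MT_Fe_Ov against WT_Ma_Te, 27 genes were up-regulated and 0 down-regulated at D10, 4840 and 8458 at D30, and 6023 and 7529 at D120. In WT_Fe_Ov against MT_Fe_Ov, 35 genes were up-regulated and 57 down-regulated at D10, 210 and 191 at D30, and 9 and 16 at D120. The counts of the ovary and testis comparisons at D10 changed most between fits. With DESeq2, the tool named in the paper's methods, MT_Fe_Ov against WT_Ma_Te at D10 gave 1002 genes and WT_Fe_Ov against WT_Ma_Te 168. Across the fits that each left out 1 library, MT_Fe_Ov against WT_Ma_Te at D10 ranged from 0 to 3579 genes. Counts were simulated from the D10 WT_Fe_Ov and WT_Ma_Te libraries, with 200 genes changed by a log2 fold of 2. Before the change, each gene had the same mean and the same spread in both groups, and genes were drawn independently. There edgeR called 122 of the changed genes and 15 others, and DESeq2 called 163 and 59 others. The larger spread of the D10 testis libraries and its sharing between genes were not modelled. At an adjusted p of at most 0.01, the threshold in the paper's methods, edgeR called 0 genes in WT_Fe_Ov against WT_Ma_Te at D10, 1 in MT_Fe_Ov against WT_Ma_Te and 5 in WT_Fe_Ov against MT_Fe_Ov. Normalization to library totals alone moved the split of the D30 comparison of WT_Fe_Ov and WT_Ma_Te to 2602 up-regulated and 12873 down-regulated genes. From the changes between groups at each stage, the paper concludes that the experimental design was proper, the data were of high quality and the technical reproducibility was good.

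**Figure D3:**
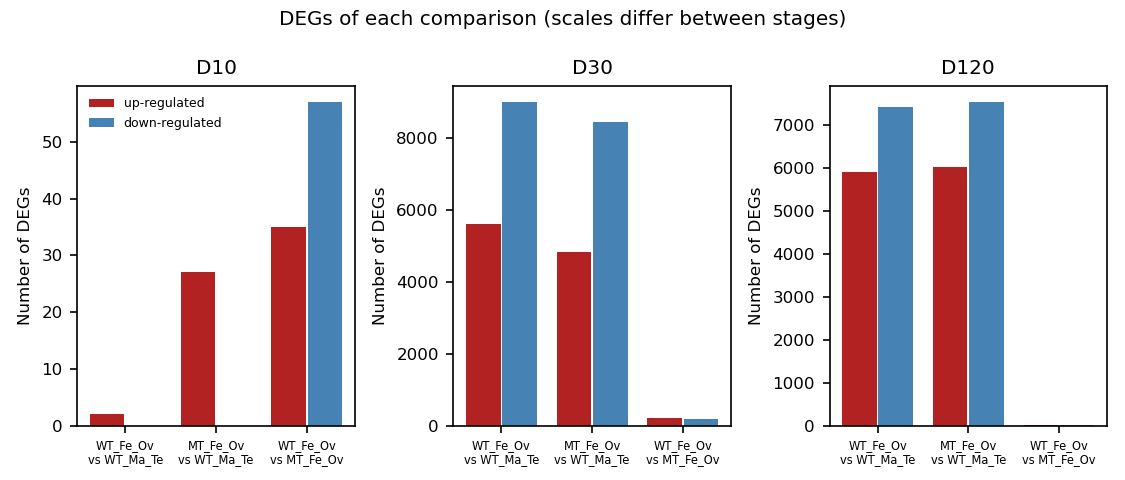
Number of up-regulated and down-regulated DEGs (y axis, linear from 0, a different scale for each stage) in the 3 comparisons of each stage. The comparisons with WT_Ma_Te reach from 13298 to 14617 DEGs at D30 and D120 and at most 27 at D10.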

**Table 5:** Summary of DEGs across experimental groups. DEGs were defined as genes with |log2FoldChange| ≥ 1 and an adjusted *P*-value ≤ 0.05.

Stage	Group1	Group2	Up_DEGs	Down_DEGs	Sum_DEGs
D10	WT_Fe_Ov	WT_Ma_Te	133	14	147
	MT_Fe_Ov	WT_Ma_Te	588	356	944
	WT_Fe_Ov	MT_Fe_Ov	137	223	360
D30	WT_Fe_Ov	WT_Ma_Te	5,244	7,245	12,489
	MT_Fe_Ov	WT_Ma_Te	4,300	7,253	11,553
	WT_Fe_Ov	MT_Fe_Ov	328	296	624
D120	WT_Fe_Ov	WT_Ma_Te	5,193	5,965	11,158
	MT_Fe_Ov	WT_Ma_Te	5,195	6,155	11,350
	WT_Fe_Ov	MT_Fe_Ov	42	56	98

### miRNA expression analysis

Small RNA-seq analysis was performed with three biological replicates per group. Sample consistency was confirmed by correlation coefficients exceeding 0.8 within each group (Fig. 4a, b). Using FPKM values, PCA and correlation analysis were conducted. PCA indicated that D10 samples from all genotypes clustered together, while D30 and D120 samples formed distinct clusters, a pattern corroborated by correlation analysis (Fig. 4a, b). miRNA expression patterns were divided into six clusters, representing distinct trends in MT_Fe_Ov, WT_Fe_Ov, and WT_Ma_Te across gonadal development stages (Fig. 4c). To ensure the quality of small RNA-seq data, we performed qPCR on miRNAs from each cluster (Figure S3 and Table S1). These results demonstrate the conservation and reusability of the miRNA data. Differential expression analysis of miRNAs revealed significant differences between MT_Fe_Ov, WT_Fe_Ov, and WT_Ma_Te across all stages, validating the biological plausibility of the experimental data (Table 6 and Figure S4).

**Table 6:** Summary of DEMs across experimental groups. DEMs were defined as miRNAs with |log2FoldChange| ≥ 1 and an adjusted *P*-value ≤ 0.05.

Stage	Group1	Group2	Up_DEMs	Down_DEMs	Sum_DEMs
D10	WT_Fe_Ov	WT_Ma_Te	13	4	17
	MT_Fe_Ov	WT_Ma_Te	10	0	10
	WT_Fe_Ov	MT_Fe_Ov	0	0	0
D30	WT_Fe_Ov	WT_Ma_Te	49	107	156
	MT_Fe_Ov	WT_Ma_Te	43	74	117
	WT_Fe_Ov	MT_Fe_Ov	23	34	57
D120	WT_Fe_Ov	WT_Ma_Te	72	59	131
	MT_Fe_Ov	WT_Ma_Te	60	70	130
	WT_Fe_Ov	MT_Fe_Ov	1	1	2

### Time-series analysis of DEGs and DEMs

Comparative analysis revealed 116 testis-associated DEGs (e.g., *gsdf*) with persistently high expression across three stages (Fig. 5a – c), contrasting with 156 ovary-enriched DEGs (e.g., *figlα*) showing progressive upregulation (Fig. 5d). miRNA screening identified 40 and 21 DEMs in the between the Fe_Ov and Ma_Te groups at D30 and D120, respectively. 

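Genes called in the same direction between Fe_Ov (6 libraries) and Ma_Te (3 libraries) at D10, at D30 and at D120 were collected. The testis-higher set held 1 gene and the ovary-higher set 31 genes. The D10 comparison limits both sets, since only 6 testis-higher and 57 ovary-higher genes were called at that stage. Under DESeq2 the sets held 223 and 201 genes, and in 1 edgeR fit of all 27 libraries they held 259 and 247, the widest change among the fits that kept every library. Without replicate 3 in any group, both sets were empty, and without replicate 1 they held 262 and 278 genes. The gene gsdf was not in the testis-higher set and figla not in the ovary-higher set, because neither passed the adjusted p of 0.05 at D10 (0.0902 for gsdf and 0.0736 for figla, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both passed it at D10 under DESeq2, with an adjusted p of 0.0109 for gsdf and 0.00232 for figla. Of the 31 ovary-higher genes, 29 rose in mean ovary FPKM from D10 to D30 and 9 rose both from D10 to D30 and from D30 to D120. Among all genes with at least 1 count, 18.9% rose at both steps in the ovary. With CPM scaled by TMM factors over all 27 libraries in place of FPKM, 4 of the 31 genes rose at both steps.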

Additionally, 57 and 2 DEMs were detected between the WT_Fe_Ov and MT_Fe_Ov groups at the corresponding time points (Fig. 5e,f). These results provided a foundational regulatory atlas for gonadal development in medaka.

**Fig. 5:**
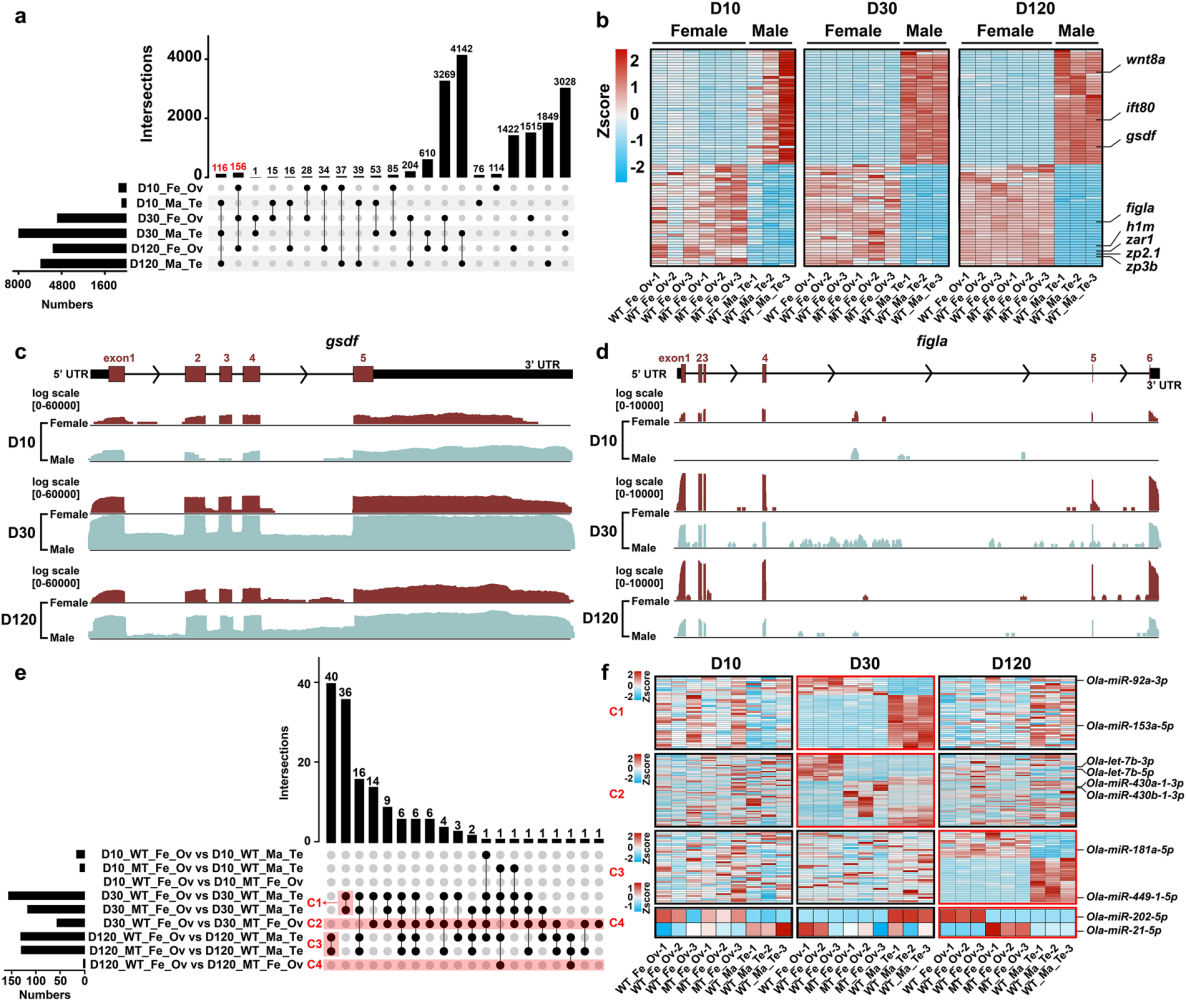
Transcriptional and post-transcriptional dynamic analysis of gonadal development. (**a**) UpSet plots indicate numbers of the common and specific DEGs among different groups. D10_Fe_Ov: Ovary of female medaka at D10; D10_Ma_Te: Testis of male medaka at D10; D30_Fe_Ov: Ovary of female medaka at D30; D30_Ma_Te: Testis of male medaka at D30; D120_Fe_Ov: Ovary of female medaka at D120; D120_Ma_Te: Testis of male medaka at D120. (**b**) The heatmap represents the expression level of DEGs are common in the testis and ovary at the D10, D30, and D120 development phases. (**c**) The expression pattern of the *gsdf* in the gonad of medaka. The red boxes represent exon regions, with exon numbers indicated by digits. The black boxes denote UTR regions, and the black arrows indicate the transcription direction. (**d**) The expression pattern of the *figlα* in the gonad of medaka. The red boxes represent exon regions, with exon numbers indicated by digits. The black boxes denote UTR regions, and the black arrows indicate the transcription direction. (**e**) UpSet plots indicate numbers of the common and specific DEMs among different groups. C1 represents the common DEMs between WT_Fe_Ov and MT_Fe_Ov at D30 compared to WT_Ma_Te. C2 represents the DEMs between WT_Fe_Ov and MT_Fe_Ov at D30. C3 represents the common DEMs between WT_Fe_Ov and MT_Fe_Ov at D120 compared to WT_Ma_Te. C4 represents the DEMs between WT_Fe_Ov and MT_Fe_Ov at D120. (**f**) The heatmap illustrates the expression levels of DEMs in C1, C2, C3, and C4.

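The combinations of the 6 gene lists were counted from the edgeR calls. The largest was shared by D30_Ma_Te and D120_Ma_Te only, with 5144 genes, followed by D30_Fe_Ov and D120_Fe_Ov only, with 3560 genes. Another 3476 genes were in D30_Ma_Te alone, 2656 in D120_Ma_Te alone, 1760 in D120_Fe_Ov alone and 1746 in D30_Fe_Ov alone. Under DESeq2, D30_Ma_Te alone, with 3479 genes, came before D30_Fe_Ov and D120_Fe_Ov only, with 3061. Genes with opposite directions at D30 and D120 were fewer, with 615 in D30_Ma_Te and D120_Fe_Ov and 232 in D30_Fe_Ov and D120_Ma_Te. At D10 alone, 10 genes were in D10_Fe_Ov and 1 in D10_Ma_Te.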

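The gene gsdf lies on chromosome 12 of ASM223467v1 from 10455047 to 10458695, and figla, listed under this symbol in the deposited tables, lies on chromosome 9 from 24881687 to 24903836. In D30 the FPKM of gsdf was 2096 ± 129 (SD, n = 3) in the testis and 68.4 ± 41.9 (SD, n = 6) in the ovary, a log2 fold change of ovary against testis of -3.99 (standard error 0.43, adjusted p = 2.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In D120 it was 301 ± 32.9 (SD, n = 3) in the testis and 24.4 ± 3.58 (SD, n = 6) in the ovary, a log2 fold change of -3.31 (standard error 0.11, adjusted p = 1.2e-11 in the same edgeR test). In D10 it was 8.71 ± 5.18 (SD, n = 3) in the testis and 2.43 ± 1.00 (SD, n = 6) in the ovary, and the groups overlapped (exact permutation test, two-sided, p = 0.0357). The FPKM of gsdf in the testis was thus highest at D30. For figla, the FPKM in the ovary was 1.93 ± 1.33 at D10, 253 ± 32.7 at D30 and 284 ± 16.9 at D120 (SD, n = 6 each). The rise from D30 to D120 was smaller than the SD at D30. In the testis figla had 24.9 ± 1.96 FPKM at D30 and 5.65 ± 0.198 FPKM at D120 (SD, n = 3 each), and no D10 testis library had more than 2 counts of figla. The log2 fold change of ovary against testis was 4.31 at D30 (standard error 0.16, adjusted p = 3.6e-10) and 5.97 at D120 (standard error 0.12, adjusted p = 8.4e-14), both from edgeR's quasi-likelihood test. At D10 figla was at least 6.31-fold higher in the ovary in TMM-scaled CPM, set against a floor of 3 counts in the testis (exact permutation test of FPKM, two-sided, p = 0.0595).

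**Figure D4:**
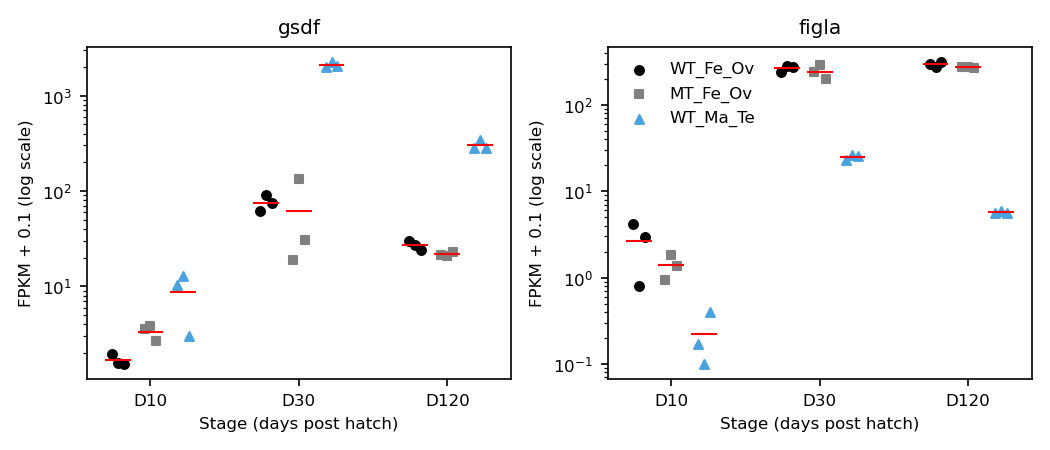
FPKM + 0.1 (y axis, log scale) of gsdf and figla in each library by stage (x axis, days post hatch) and group, with the mean of each group as a red line. At D30 and D120 every testis library lies above every ovary library for gsdf and below every ovary library for figla.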

### Prediction of medaka miRNA targets

To systematically map miRNA-mRNA interactions, we developed a novel computational workflow using EasyTargetScan_0.2.py for prediction. Utilizing the 437 miRNAs and 18,205 3′UTR sequences in medaka, we identified 807,827 miRNA-mRNA interaction pairs with prediction scores (Table S2). This robust approach addresses concerns about evolutionary divergence while maintaining TargetScan’s rigorous computational framework. Our study represents the application of TargetScan for miRNA research in medaka, offering a valuable resource for the scientific community.

## Supplementary information

Supplementary Information

Table S1

Table S2

## Data Availability

The Methods sections clearly describe the parameters used in this study, all of which are publicly available. If the developer did not specify detailed parameters for a particular software, we used the default parameters as suggested. The processed files and code for the analysis pipelines was deposited at Zenodo: 10.5281/zenodo.15208230^36^.

# Supplementary material for: Integrating gonadal RNA-seq and small RNA-seq to analyze mRNA and miRNA changes in medaka sex differentiation
**Source:** Sci Data. 2025 May 12;12:778. doi: 10.1038/s41597-025-05129-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Contents**

Supplementary Figure 1 -----------------------------------------------------------------------1

Supplementary Figure 2 -----------------------------------------------------------------------2

Supplementary Figure 3 -----------------------------------------------------------------------3

Supplementary Figure 4 -----------------------------------------------------------------------4

**Supplementary Figure 1: Validation of RNA-Seq data by qPCR.**

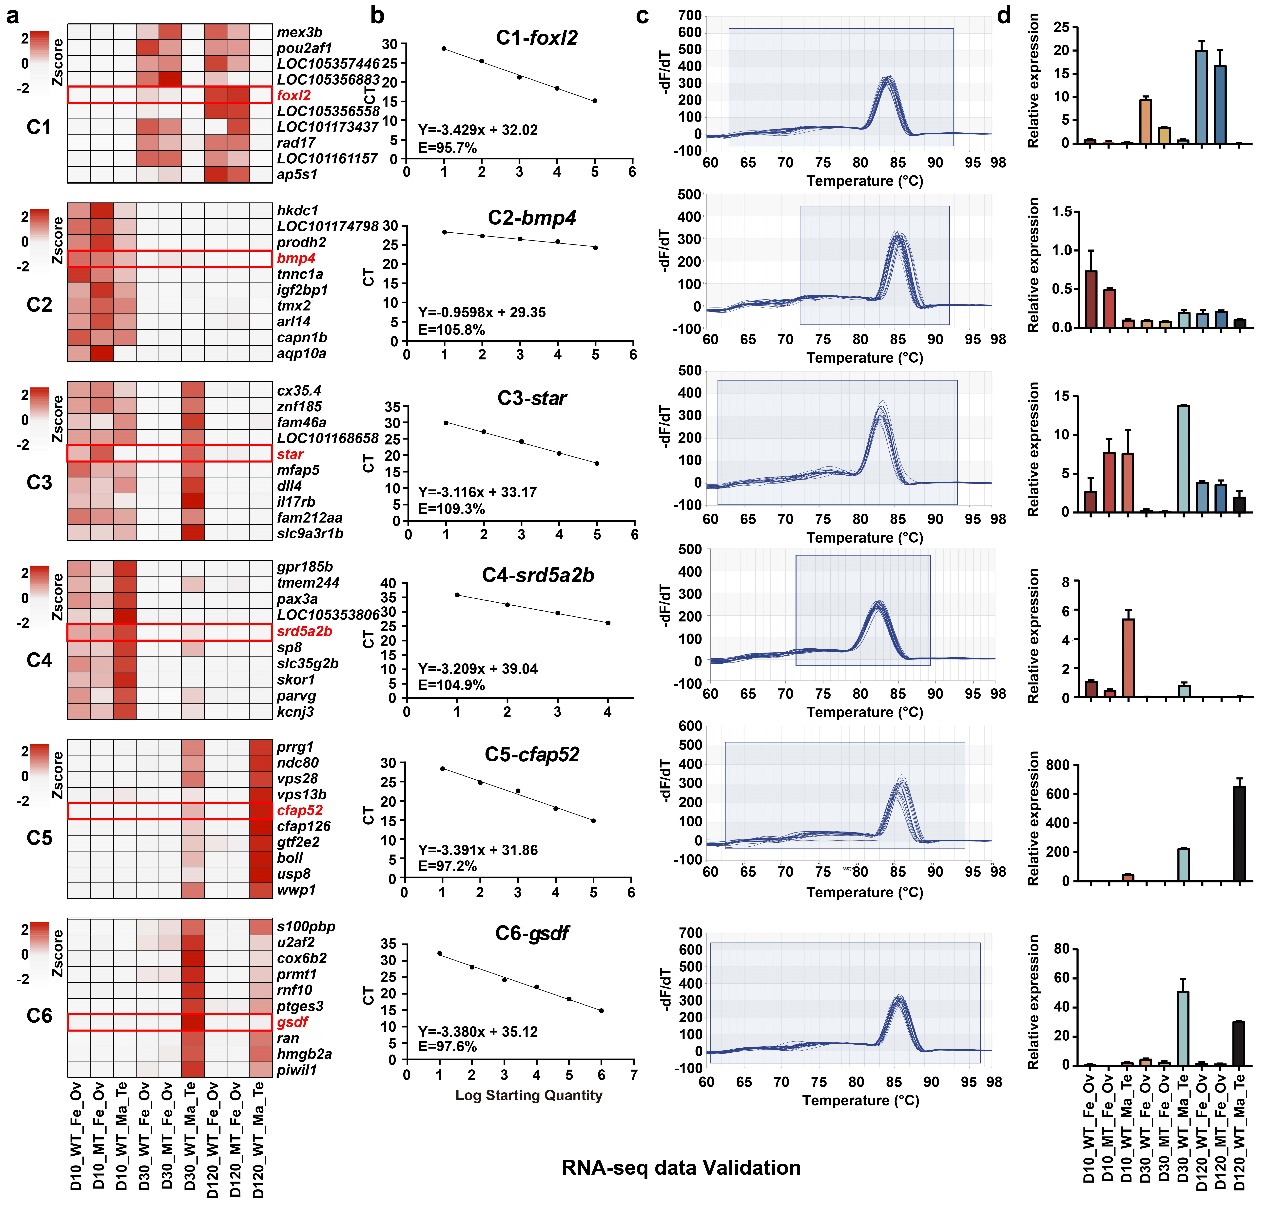

a: Heatmaps displaying the FPKM expression patterns of genes from each cluster in RNA-seq data, with validated genes marked by red box. b: Amplification efficiency of qPCR primers for validated genes. c: Specificity of qPCR primers for validated genes. d: Bar plots showing qPCR validation results of genes from each cluster.

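The RNA-seq values of 4 of the genes were compared between the ovary (6 libraries) and the testis (3 libraries) of each stage. The FPKM of foxl2 in the ovary was 0.978 ± 0.353 at D10, 6.92 ± 3.03 at D30 and 21.4 ± 4.88 at D120 (SD, n = 6 each), and in the testis 0.911 ± 0.283 at D30 (SD, n = 3). At D120 no testis library had more than 1 count of foxl2. Against a floor of 3 counts the ovary was at least 147-fold higher in TMM-scaled CPM (exact permutation test of FPKM, two-sided, p = 0.0119, the smallest possible). This bound depends on the scaling. For star, the FPKM was 19.6 ± 8.01 in the ovary and 5.27 ± 3.21 in the testis at D10 (SD, n = 6 and n = 3). At D30 star was lower in the ovary, with 0.6248 ± 0.6095 against 23.3 ± 2.48 FPKM, and at D120 it was higher again, with 10.3 ± 1.86 against 4.57 ± 0.765 FPKM (SD, n = 6 and n = 3). The D30 ovaries differed by genotype, with from 0.874 to 1.35 FPKM in WT_Fe_Ov and at most 1 count per library in MT_Fe_Ov. The SD over these 6 ovary libraries thus includes that difference, and the MT_Fe_Ov values lie at the floor. The ovary and testis libraries did not overlap for star at any stage (exact permutation test, two-sided, p = 0.0238 at D10 and 0.0119 at D30 and D120). For cfap52, the testis had 2.65 ± 0.342 FPKM at D10, 48.9 ± 4.36 at D30 and 123.4 ± 9.15 at D120 (SD, n = 3 each), and the ovary at most 1.25 ± 0.248 FPKM, at D10 (SD, n = 6). For bmp4, ovary and testis did not differ in FPKM at D30, with 6.61 ± 2.23 and 6.62 ± 1.03 (SD, n = 6 and n = 3; exact permutation test, two-sided, p = 1). In 1 edgeR fit of all 9 groups, its log2 fold change at D30 was 0.93 after TMM normalization (standard error 0.31, adjusted p = 0.00985 from the quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.01 with scaling to library totals alone (standard error 0.31, adjusted p = 1.00). At D120 bmp4 had 3.09 ± 1.04 FPKM in the ovary and 1.28 ± 0.102 in the testis (SD, n = 6 and n = 3; exact permutation test, two-sided, p = 0.0238).

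**Figure D5:**
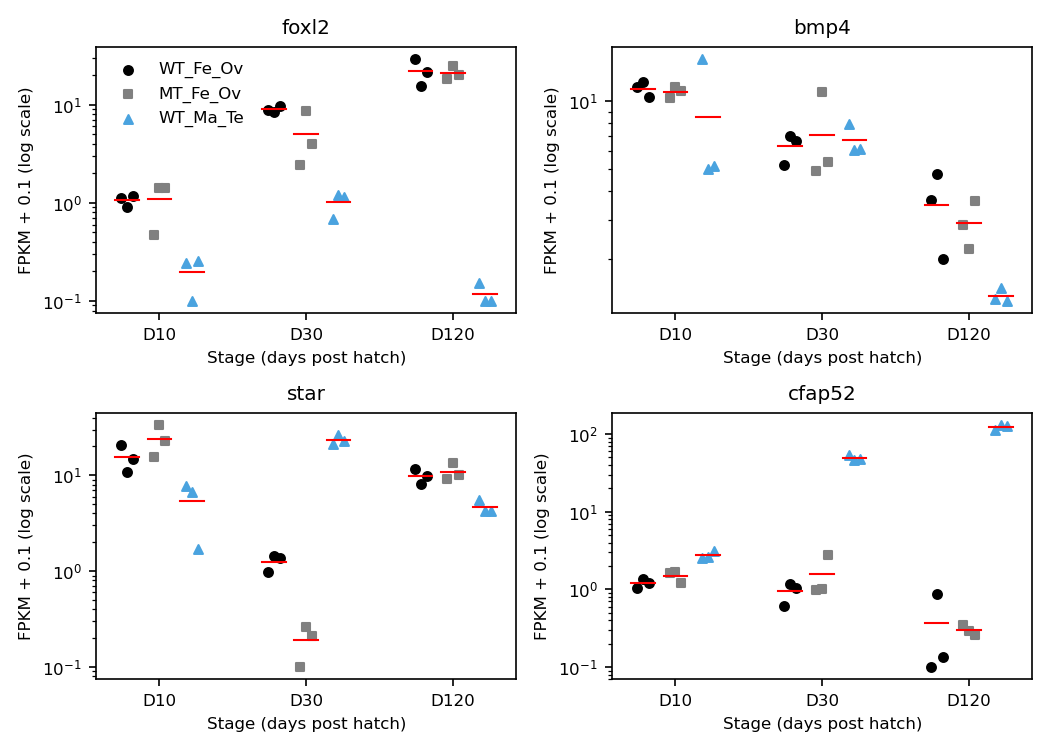
FPKM + 0.1 (y axis, log scale) of foxl2, bmp4, star and cfap52 in each library by stage (x axis, days post hatch) and group, with the mean of each group as a red line. For star the testis lies above the ovary at D30 and below it at D10 and D120.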

1

**Supplementary Figure 2: Volcano plot of DEGs analysis among different groups.**

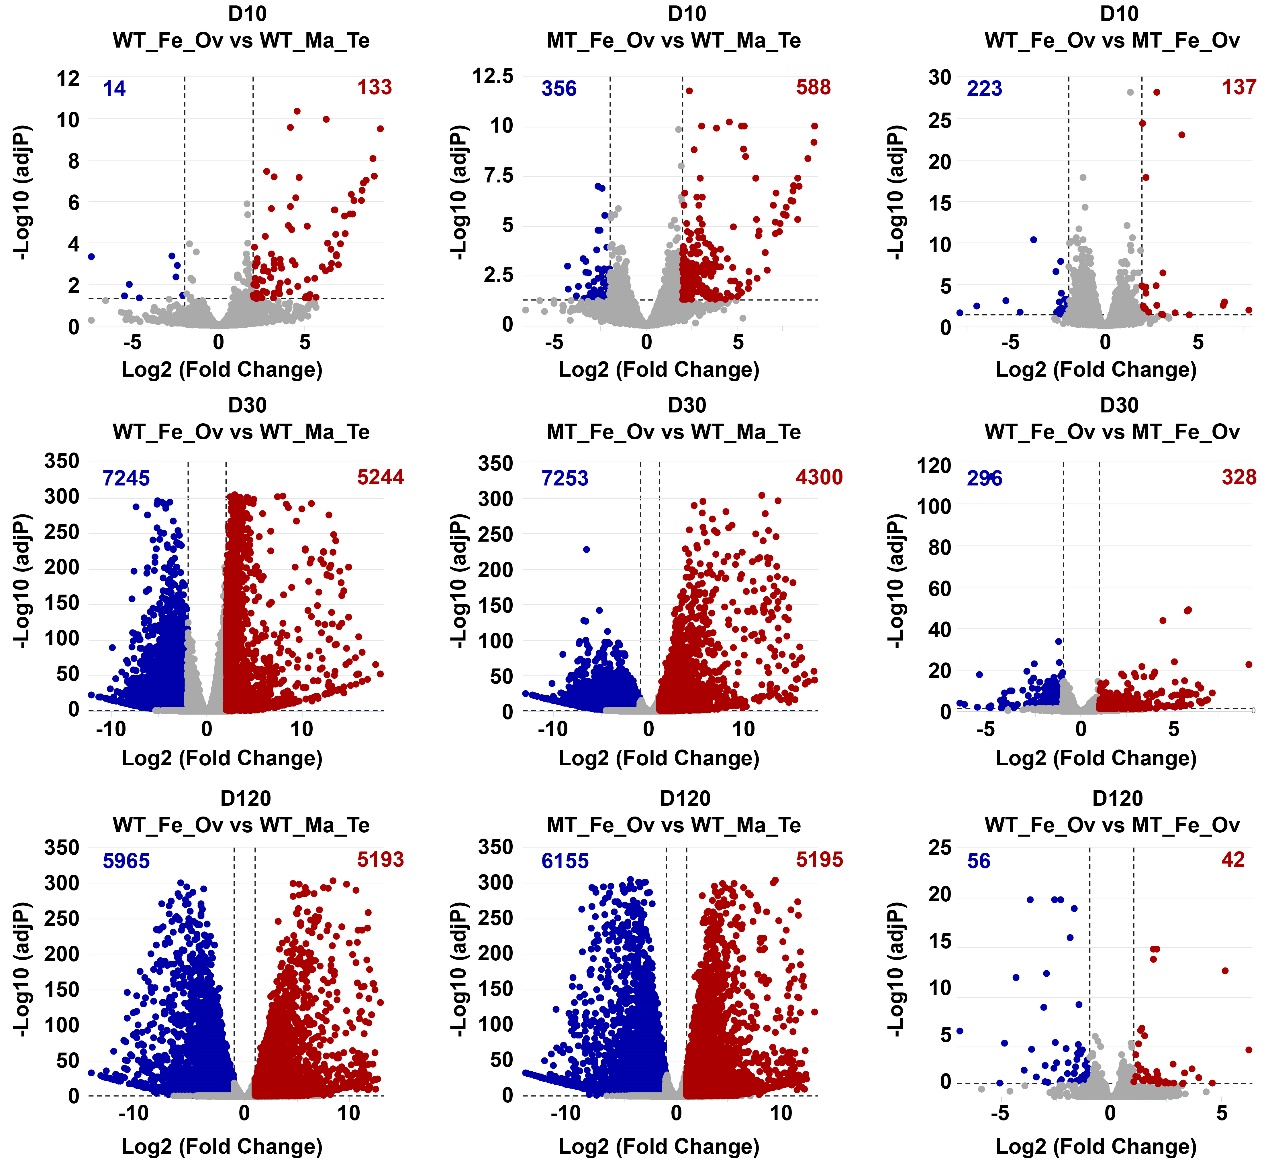

2

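In the counts behind such plots, the median absolute log2 fold change of the DEGs was 2.45 in D30 WT_Fe_Ov against WT_Ma_Te, with 62.7% of the DEGs at 2 or more. In D120 WT_Fe_Ov against WT_Ma_Te it was 2.43, with 62.5% of the DEGs at 2 or more. In WT_Fe_Ov against MT_Fe_Ov it was 1.29 at D10, 1.89 at D30 and 2.63 at D120. The median log2 fold change of all tested genes was -0.56 in D30 WT_Fe_Ov against WT_Ma_Te, -0.75 in D30 MT_Fe_Ov against WT_Ma_Te and -0.31 in D120 WT_Fe_Ov against WT_Ma_Te, all after TMM normalization. In the 3 comparisons of WT_Fe_Ov with MT_Fe_Ov this median lay between 0.02 and 0.04.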

Each dot represents each gene, and red dots stand for up-regulated DEGs; blue dots stand for down-regulated DEGs.

a: Comprehensive analysis of the number of isoforms per gene for short-read assembled, long-read assembled, NCBI, and Ensembl isoforms.

b: Comprehensive analysis of the number of exons per isoform for short-read assembled, long-read assembled, NCBI, and Ensembl isoforms.

c: Proportion of SQANTI structural categories for short-read assembled isoforms and long-read assembled isoforms compared with the NCBI and Ensembl annotations. FSM: matches all splice junction (SJs) perfectly; ISM: matches the reference SJs partially; NIC: novel isoform with a new combination of known splice sites; NNC: novel isoforms with at least a new splicing site; Genic: within an intron or overlaps introns and exons; Antisense: in the reverse strand to the reference isoform; Fusion: overlap with isoforms from more than 1 gene; Intergenic: do not overlap with any isoform.

d: Schematic diagrams of different classes of transcripts generated from SQANTI3.

**Supplementary Figure 3: Validation of small RNA-Seq data by qPCR.**

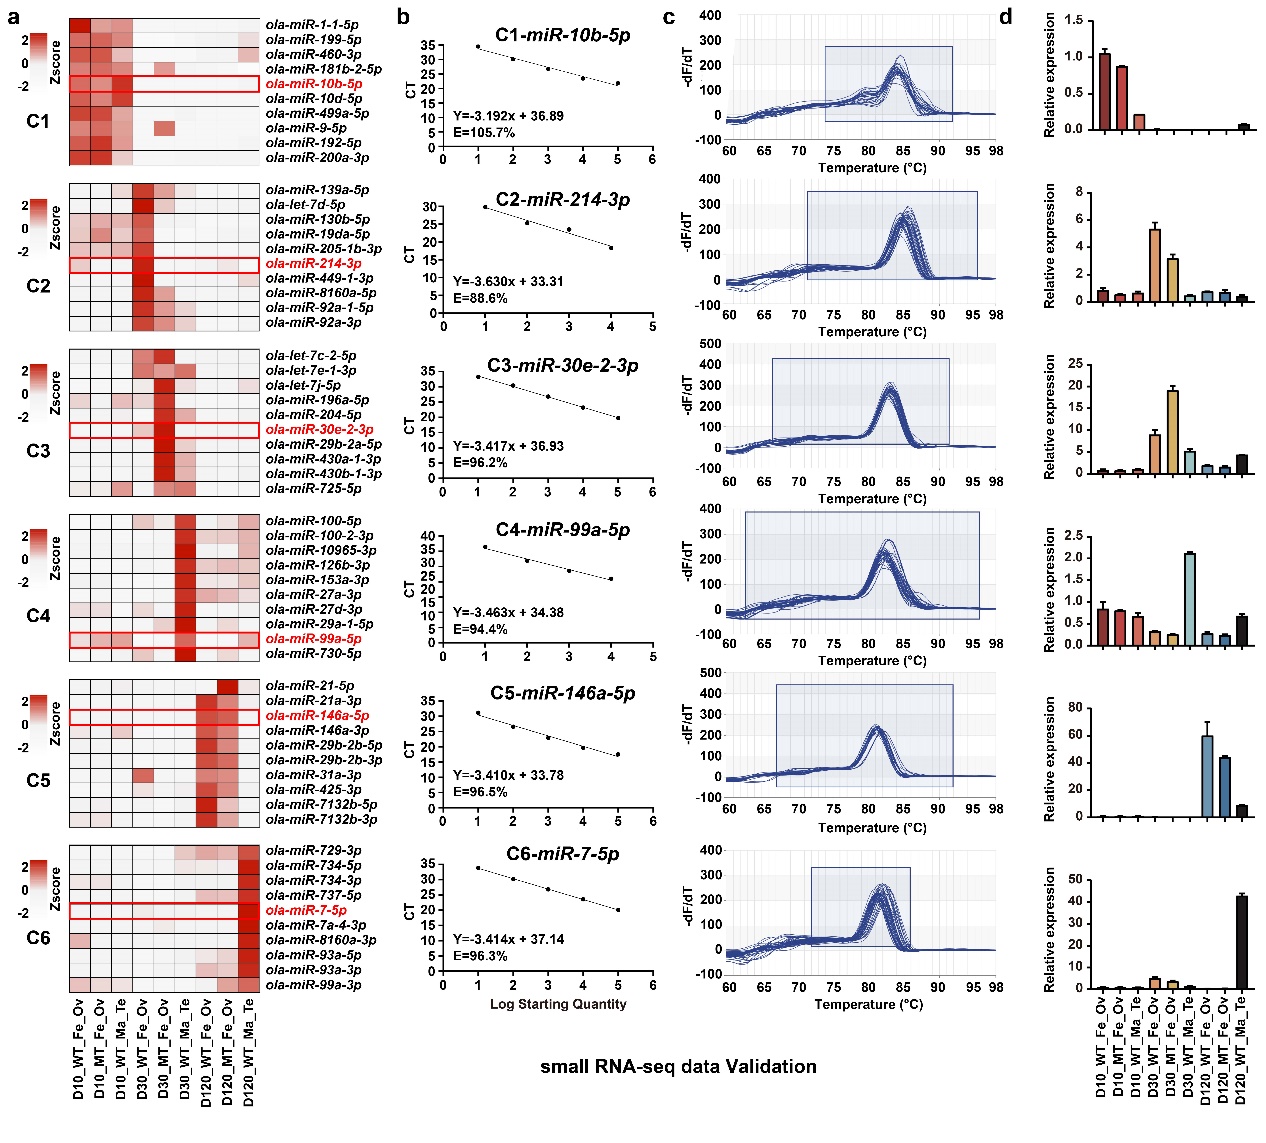

a: Heatmaps displaying the RPM expression patterns of miRNAs from each cluster in miRNA-seq data, with validated miRNAs marked by red box. b: Amplification efficiency of qPCR primers for each validated miRNA. c: Specificity of qPCR primers for each validated miRNA. d: Bar plots showing qPCR validation results of miRNAs from each cluster.

3

**Supplementary Figure 4: Volcano plot of DEMs analysis among different groups.**

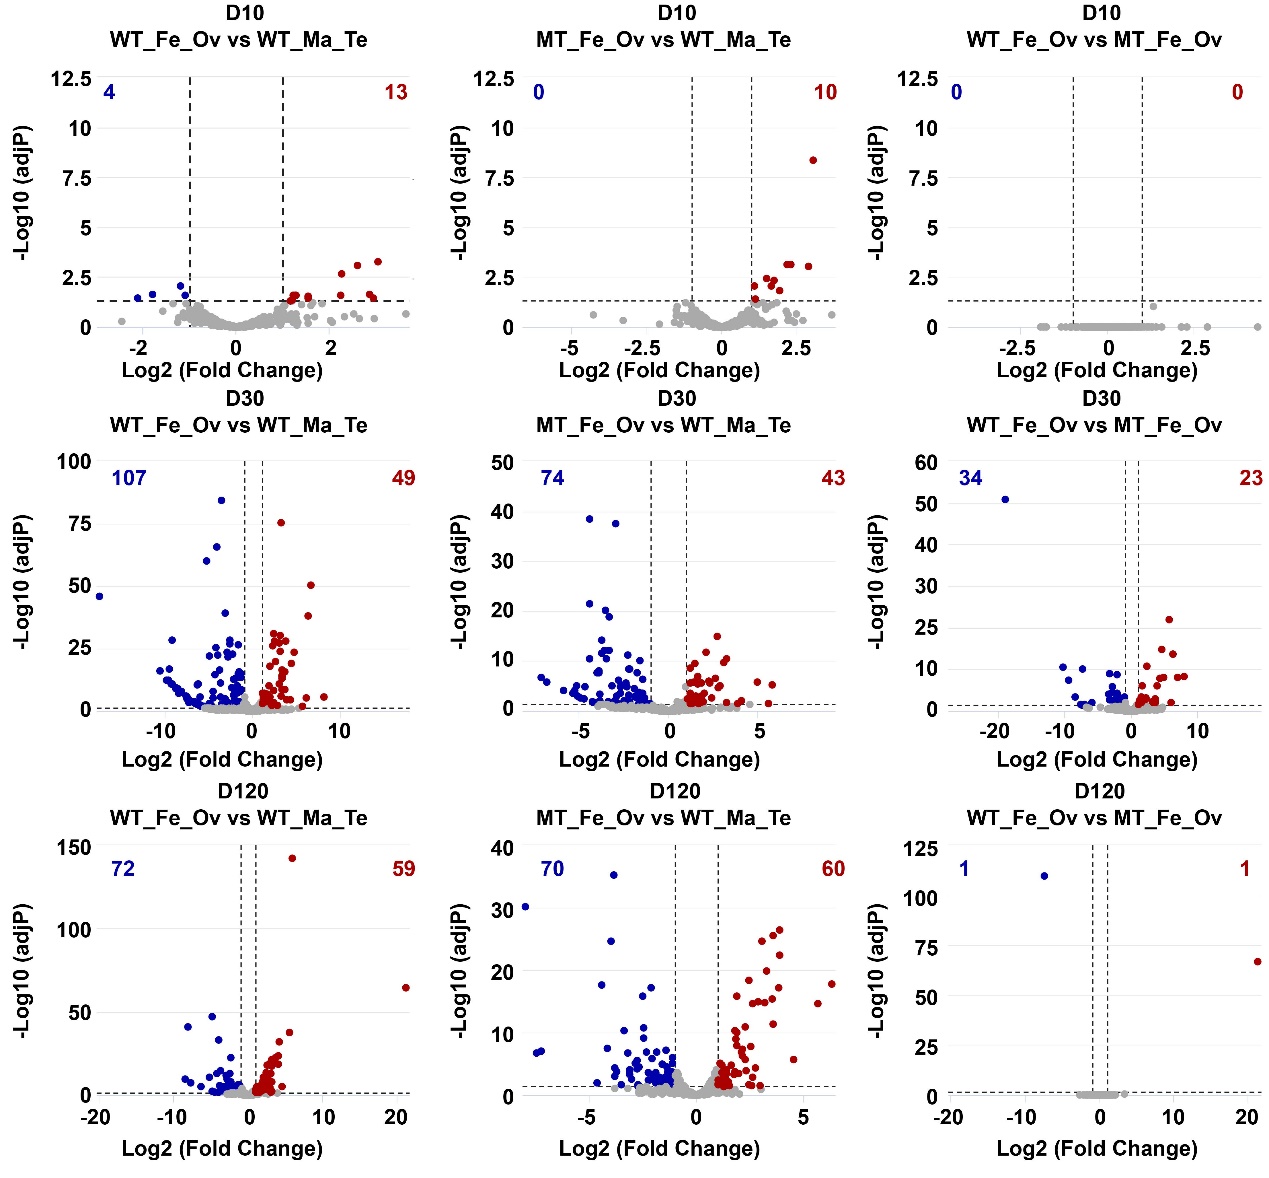

4

Each dot represents each gene, and red dots stand for up-regulated DEMs; blue dots stand for down-regulated DEMs.

How the deposited data were processed for this re-analysis (not part of the article)

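Gonads of medaka at 10, 30 and 120 days post hatch (D10, D30 and D120) were sequenced by the authors as poly(A) RNA-seq libraries from WT_Fe_Ov, WT_Ma_Te and MT_Fe_Ov, with 3 libraries in each of the 9 groups. The authors trimmed the reads with fastp, aligned them to ASM223467v1 with STAR and counted the read pairs on the exons of each gene with featureCounts. The deposited counts are raw counts of read pairs per gene, without normalization, for 26099 genes. The deposited FPKM values were made by the authors from these counts with the fpkm function of DESeq2, and the library factor in them was the total count of the library when tested on the files. The step counted no reads with several alignments and used no strand, and neither could be repeated from the counts. Of the gene symbols, 9 had been turned into dates, and these genes are not named. The small RNA-seq libraries of the paper were not used here. The genes DMY and dmrt1 were not analysed here, since no symbol for them was found in the tables.

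The 27 libraries were assigned to their groups by their labels, and each replicate number was taken from the label. Equal numbers in different groups were not treated as pairs, since the paper describes biological replicates and no pairing. Total counts ranged from 5551651 to 17586392 per library, with a median of 12200597. In the smallest library, 3 counts equal 0.540 CPM, and such floors cover counting error only. Read pairs, bases and aligned pairs of each library were taken from Tables 1 and 2.

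Genes with a total count of at least 1 over the libraries compared were tested. Differentially expressed genes were called with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds in the legend of Table 5. Each stage was compared as WT_Fe_Ov against WT_Ma_Te, MT_Fe_Ov against WT_Ma_Te and WT_Fe_Ov against MT_Fe_Ov, and as Fe_Ov (6 libraries) against Ma_Te (3 libraries). The calls of the last comparison were intersected over the stages. Differences of the ovary and testis contrast between stages were tested in 1 fit of the 9 groups. Standard errors given with edgeR's log2 fold changes are the absolute log2 fold change over the square root of the test's F statistic. They were not estimated separately. A fold against a group with no library above 3 counts was computed against 3 counts, in CPM scaled by TMM factors over all 27 libraries. It is a lower bound under that scaling.

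PCA used the centred FPKM values of genes with at least 1 count, with samples as observations. Ovary and testis were compared on PC1 and in the FPKM of named genes with exact permutation tests, two-sided. Correlations are across genes, and genes are not independent replicates. Clustering used fuzzy c-means of e1071 1.7.16 on the standardized group means, with 6 clusters, 10 starts and a fuzzifier computed from the data, and clusters were paired with those of Fig. 3c by the genes shown there. Further computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The calls, the PCA and the clustering were tested on simulated data.

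The named genes are those found in the tables under the symbol shown, among the genes that the paper names in its text, Table S1, Fig. 3c, Fig. 5 or Supplementary Fig. 1a. For WT_Fe_Ov against MT_Fe_Ov at each stage they also include the 3 genes with the largest absolute log2 fold change in each direction, among DEGs with every library of one group above every library of the other and a mean of at least 100 counts in the higher group. For the DEGs, the alternatives were DESeq2 1.42.0, the adjusted p of 0.01 in the paper's methods, an absolute log2 fold change of at least 2, filterByExpr, DESeq2's size factors or library totals in edgeR, the replicate number as a block, 1 fit of all 27 libraries and fits without each library. For FPKM they were pseudocounts of 1 and 0.1 on the log2 scale, a mean FPKM of at least 1, CPM scaled by TMM factors over all 27 libraries, Spearman's correlation, an uncentred PCA, k-means and a fuzzifier of 2. After the values were seen, 9 further settings of DESeq2 were run, with other filters on low counts or an adjusted p of at most 0.01.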

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

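The tests of scaling, of low counts and of the shared read length were chosen only after the results were seen, and the other tests in this part before.

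The FPKM of 6 genes, the counted share of aligned pairs, the total count and the PC1 score were looked at in the 6 ovary libraries of each of the 3 stages. Of these 27 groups of values, 3 held a library far from the other 5, and chance gives about 1 in 20. At D30, bmp4 had 10.8 FPKM in replicate 2 of MT_Fe_Ov and from 4.84 to 6.95 FPKM in the other 5 ovary libraries. The Poisson probability of a count as high was 7.57e-14. The library's mean correlation with the other 5, 0.974, was the lowest of the 6, the others lying between 0.982 and 0.987, without a gap as wide as that of bmp4. A difference of the whole library is not ruled out, since leaving this library out moved the DEGs of D30 WT_Fe_Ov against MT_Fe_Ov from 401 to 1078. At D30, cfap52 had 2.67 FPKM in replicate 3 of MT_Fe_Ov and from 0.513 to 1.08 FPKM in the others. The Poisson probability was 5.33e-17, and the library's mean correlation with the others was 0.982. RNA from testis was looked for in the 500 genes most raised in the testis, whose mean log2(FPKM + 1) was 0.0385 in this library and from 0.0562 to 0.0953 in the others. At D120, cfap52 had 0.781 FPKM (24 counts) in replicate 2 of WT_Fe_Ov and from 0 to 0.251 FPKM in the others. The Poisson probability was 2.65e-11, the mean correlation, the lowest of the 6, was 0.987 against 0.989 to 0.991 for the others, and the mean of the testis genes was 0.202 against 0.174 to 0.211. At D30 this mean was below that of every other ovary library, which speaks against RNA from testis in that library. At D120 it lay within the range of the others, so this test cannot tell whether a trace of testis RNA was present. The Poisson probabilities cover counting noise alone, which every pair of replicates exceeded (chi-square per degree of freedom from 2.49 to 108), so they do not set these 3 values apart from the usual spread between libraries. No biological explanation was tested for these 3 values, since apart from the genotype no condition is recorded in which the 6 libraries differ.

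The contrast of ovary and testis differed between stages for 7 of 12 interactions tested, each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and TMM. With library totals 9 of the 12 passed, among them bmp4 at D30 minus D120, with -1.27 (standard error 0.46, adjusted p = 0.0229, against 0.247 with TMM and 0.207 with DESeq2's size factors), and gsdf at D30 minus D120 (adjusted p = 0.0494, against 0.324 with TMM). All 12 were chosen to set D30 against another stage, so the presence of D30 in each of the 7 is not a finding. Since the D30 testis libraries had shorter reads (0 of 3 had the read length of the ovaries), the size of these differences cannot be told apart from read length. For figla, the contrast at D30 minus that at D120 was -1.68 (standard error 0.34, adjusted p = 0.000216), and under the other scalings the largest adjusted p was 0.000169. For foxl2 it was -6.05 (standard error 0.85, adjusted p = 2.3e-06), with a largest adjusted p of 2.4e-06 under the other scalings. The D120 testis had at most 1 count of foxl2, and with the testis set to 3 counts the log2 ratio at D120 still exceeded that at D30 by 3.35.

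For star, the contrast at D30 minus that at D120 was -6.61 (standard error 0.59, adjusted p = 2.4e-09) and that at D30 minus that at D10 was -7.04 (standard error 0.60, adjusted p = 5.8e-10). Under the other scalings the log2 difference of ovary and testis at D30 was at most -5.26, and the lower of the mean counts of the higher groups at D30 and D120 was 111, so neither scaling nor low counts accounts for the change of direction. For cfap52, the contrast at D30 minus that at D120 was 4.23 (standard error 0.57, adjusted p = 1.2e-06) and at D30 minus that at D10 -3.51 (standard error 0.54, adjusted p = 4.7e-06), and under the other scalings the largest adjusted p was 1.0e-05. For gsdf, the contrast at D30 minus that at D10 was -2.15 (standard error 0.58, adjusted p = 0.00277). The largest adjusted p was 0.00254 under the other scalings and 0.00879 in the 3 fits that each left out 1 D10 testis library. A biological reading, a stage-specific change of these genes in the gonad, remains a hypothesis. The D10 samples also held adjacent tissues, so a change from D10 to a later stage may come from the tissue sampled. The contrasts with D10 cannot separate this from a change in the gonad, and it was not tested. Read length does not account for changes within the ovaries, all with 300 bases per read pair, where at D10, D30 and D120 star averaged 19.6, 0.6248 and 10.3 FPKM and foxl2 0.978, 6.92 and 21.4 FPKM. It does not enter the contrasts at D10 and D120 in the same fit, -0.95 and -8.69 for cfap52 and -1.87 and -3.32 for gsdf, whose differences were not themselves tested. For figla, read length is not excluded as a cause. The same holds for the testis part of the foxl2 difference, with 0.911 FPKM at D30 and 0.0175 FPKM at D120.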

How the results depend on the processing

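The alternatives named without a further remark were set before the data were examined, and the 9 further settings of DESeq2 were chosen after the data were seen. Of the results with a direction or a count, the numbers of DEGs between ovary and testis at D30 and D120 stayed within 1.5 times their reported value under DESeq2, its size factors, library totals, filterByExpr, the replicate block, the fit of all 27 libraries and each left-out library, and moved by more only at an absolute log2 fold change of at least 2 and under some of the further DESeq2 settings. The PC1 difference at D30 kept its direction, and those at D30 and D120 kept the smallest p the design allows, under every alternative. The direction at D120 could not change, since PC1 was signed to place the D120 ovaries above the D120 testes. For each change given here, the cause was not tested.

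At an adjusted p of at most 0.01, the number of DEGs became 0 in D10 WT_Fe_Ov against WT_Ma_Te (with 1870 genes at an unadjusted p under 0.05), 1 in D10 MT_Fe_Ov against WT_Ma_Te, 5 in D10 WT_Fe_Ov against MT_Fe_Ov, 15 in D10 Fe_Ov against Ma_Te, 95 in D30 WT_Fe_Ov against MT_Fe_Ov and 16 in D120 WT_Fe_Ov against MT_Fe_Ov. The shared sets held 0 testis-higher genes and 15 ovary-higher genes under this setting. At an absolute log2 fold change of at least 2, the number of DEGs became 11 in D10 WT_Fe_Ov against MT_Fe_Ov, 9169 in D30 WT_Fe_Ov against WT_Ma_Te, 8759 in D30 MT_Fe_Ov against WT_Ma_Te, 189 in D30 WT_Fe_Ov against MT_Fe_Ov, 9457 in D30 Fe_Ov against Ma_Te, 8317 in D120 WT_Fe_Ov against WT_Ma_Te, 8387 in D120 MT_Fe_Ov against WT_Ma_Te and 8695 in D120 Fe_Ov against Ma_Te. The shared sets held 0 testis-higher genes under this setting. With edgeR's filterByExpr in place of the filter on total counts, the number of DEGs became 0 in D10 WT_Fe_Ov against WT_Ma_Te (with 1541 genes at an unadjusted p under 0.05) and 3 in D10 MT_Fe_Ov against WT_Ma_Te. With DESeq2, the number of DEGs became 168 in D10 WT_Fe_Ov against WT_Ma_Te, 1002 in D10 MT_Fe_Ov against WT_Ma_Te, 414 in D10 WT_Fe_Ov against MT_Fe_Ov, 1470 in D10 Fe_Ov against Ma_Te, 719 in D30 WT_Fe_Ov against MT_Fe_Ov and 119 in D120 WT_Fe_Ov against MT_Fe_Ov. The shared sets held 223 testis-higher genes and 201 ovary-higher genes under this setting. In 1 edgeR fit of all 27 libraries, the number of DEGs became 488 in D10 WT_Fe_Ov against WT_Ma_Te, 2252 in D10 MT_Fe_Ov against WT_Ma_Te, 15 in D10 WT_Fe_Ov against MT_Fe_Ov, 1650 in D10 Fe_Ov against Ma_Te, 675 in D30 WT_Fe_Ov against MT_Fe_Ov and 49 in D120 WT_Fe_Ov against MT_Fe_Ov. The shared sets held 259 testis-higher genes and 247 ovary-higher genes under this setting. With WT_Fe_Ov as the only ovary group, the number of DEGs became 2 in D10 Fe_Ov against Ma_Te. The shared sets held 0 testis-higher genes and 2 ovary-higher genes under this setting. With MT_Fe_Ov as the only ovary group, the number of DEGs became 27 in D10 Fe_Ov against Ma_Te. The shared sets held 0 testis-higher genes and 18 ovary-higher genes under this setting.

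Across the fits that each left out 1 library, or all libraries of 1 replicate number for the pooled comparison, the number of DEGs ranged from 0 to 948 in D10 WT_Fe_Ov against WT_Ma_Te, from 0 to 3579 in D10 MT_Fe_Ov against WT_Ma_Te, from 0 to 195 in D10 WT_Fe_Ov against MT_Fe_Ov, from 0 to 3907 in D10 Fe_Ov against Ma_Te, from 0 to 1078 in D30 WT_Fe_Ov against MT_Fe_Ov and from 10 to 66 in D120 WT_Fe_Ov against MT_Fe_Ov, and the fits with 0 DEGs had from 657 to 3376 genes at an unadjusted p under 0.05. Without replicate 1 of D10 WT_Ma_Te the counts of the D10 comparisons with the testis were the highest of these fits. Across the fits without 1 replicate number, the shared sets ranged from 0 to 262 testis-higher genes and from 0 to 278 ovary-higher genes, and the shared ovary-higher genes rising at both steps from 0 to 107. The number rising at both steps was 15 with WT_Fe_Ov alone, 4 with TMM-scaled CPM and 62 of the genes that DESeq2 called.

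The PC1 difference between ovary and testis at D10 changed sign, to 0.00992 with log2(FPKM + 1), 0.0300 with log2(FPKM + 0.1), 0.167 with samples as variables and no centring, and 0.00885 with log2 TMM-scaled CPM, none of them separated (exact permutation tests, two-sided, p from 0.321 to 0.726). Across the PCAs that each left out 1 library it ranged from -0.371 to 0.0942, positive without replicate 3 of WT_Ma_Te and separated only without replicate 2 of WT_Ma_Te (exact permutation test, two-sided, p = 0.0357, the smallest that 6 libraries against 2 allow). The lowest correlation within a group was 0.903 on log2(FPKM + 0.1) and ranged from 0.852 to 0.947 with each library left out. The excess of the correlation between WT_Fe_Ov and MT_Fe_Ov over that between ovary and testis kept its sign and became 0.220 at D30 and 0.257 at D120 with log2(FPKM + 1), 0.204 and 0.221 with log2(FPKM + 0.1), and 0.160 and 0.198 with Spearman's correlation, and 0.712 at D120 for genes with a mean FPKM of at least 1.

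The difference of gsdf between the D30 and D120 contrasts of ovary and testis, -0.70 on the log2 scale, had an adjusted p of 0.324, and with scaling to library totals it was -1.31 with an adjusted p of 0.0494 in edgeR's quasi-likelihood test, over a range of 0.0243 to 0.747 among its alternatives. Without each replicate number in turn it ranged from -1.56 to -0.39.

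Scaling to library totals alone moved the split of directions, to 2602 up-regulated and 12873 down-regulated in D30 WT_Fe_Ov against WT_Ma_Te, 2317 up-regulated and 12118 down-regulated in D30 MT_Fe_Ov against WT_Ma_Te, 2503 up-regulated and 13204 down-regulated in D30 Fe_Ov against Ma_Te and 60 up-regulated and 45 down-regulated in D10 WT_Fe_Ov against MT_Fe_Ov, so the split at D30 depends on the scaling. At D30 the TMM factors were from 0.740 to 0.802 in the ovaries and from 1.487 to 1.497 in the testes, which shifts all genes alike, so these counts do not show a called gene that reversed. With the replicate number as a block, which assumes that equal numbers belong together, the number of DEGs became 83 in D10 WT_Fe_Ov against WT_Ma_Te, 103 in D10 MT_Fe_Ov against WT_Ma_Te, 4 in D10 WT_Fe_Ov against MT_Fe_Ov and 112 in D120 WT_Fe_Ov against MT_Fe_Ov. Of the deviations of each library's log2 TMM-scaled CPM from its group mean, same-numbered libraries of 2 groups had a mean correlation between -0.0305 and 0.0825, and single pairs one between -0.0919 and 0.218, and the pairing by number was not the highest of the 6 possible ones in 7 of the 9 pairs of groups.

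The further settings of DESeq2, chosen after the data were seen, combine a gene filter with an adjusted p of at most 0.05 or 0.01. Filter A keeps genes with at least 1 count in each library compared, filter B those with a mean of at least 1 over the libraries compared, filter C those with at least 1 count in each of the 27 libraries, and filter D those with a mean of at least 1 over the 27. Under DESeq2 with its planned filter, at an adjusted p of at most 0.01, the number of DEGs became 104 in D10 WT_Fe_Ov against WT_Ma_Te, 412 in D10 MT_Fe_Ov against WT_Ma_Te, 273 in D10 WT_Fe_Ov against MT_Fe_Ov, 606 in D10 Fe_Ov against Ma_Te and 74 in D120 WT_Fe_Ov against MT_Fe_Ov. With filter A at 0.05, the number of DEGs became 103 in D10 WT_Fe_Ov against WT_Ma_Te, 955 in D10 MT_Fe_Ov against WT_Ma_Te, 409 in D10 WT_Fe_Ov against MT_Fe_Ov, 1361 in D10 Fe_Ov against Ma_Te, 645 in D30 WT_Fe_Ov against MT_Fe_Ov, 9683 in D30 Fe_Ov against Ma_Te and 114 in D120 WT_Fe_Ov against MT_Fe_Ov. With filter A at 0.01, the number of DEGs became 62 in D10 WT_Fe_Ov against WT_Ma_Te, 372 in D10 MT_Fe_Ov against WT_Ma_Te, 271 in D10 WT_Fe_Ov against MT_Fe_Ov, 556 in D10 Fe_Ov against Ma_Te, 9341 in D30 Fe_Ov against Ma_Te and 74 in D120 WT_Fe_Ov against MT_Fe_Ov. With filter B at 0.05, the number of DEGs became 168 in D10 WT_Fe_Ov against WT_Ma_Te, 1009 in D10 MT_Fe_Ov against WT_Ma_Te, 415 in D10 WT_Fe_Ov against MT_Fe_Ov, 1471 in D10 Fe_Ov against Ma_Te, 722 in D30 WT_Fe_Ov against MT_Fe_Ov and 122 in D120 WT_Fe_Ov against MT_Fe_Ov. With filter B at 0.01, the number of DEGs became 104 in D10 WT_Fe_Ov against WT_Ma_Te, 415 in D10 MT_Fe_Ov against WT_Ma_Te, 275 in D10 WT_Fe_Ov against MT_Fe_Ov, 606 in D10 Fe_Ov against Ma_Te and 76 in D120 WT_Fe_Ov against MT_Fe_Ov. With filter C at 0.05, the number of DEGs became 56 in D10 WT_Fe_Ov against WT_Ma_Te, 679 in D10 MT_Fe_Ov against WT_Ma_Te, 228 in D10 WT_Fe_Ov against MT_Fe_Ov, 887 in D10 Fe_Ov against Ma_Te, 9102 in D30 WT_Fe_Ov against WT_Ma_Te, 8628 in D30 MT_Fe_Ov against WT_Ma_Te, 8871 in D30 Fe_Ov against Ma_Te, 88 in D120 WT_Fe_Ov against MT_Fe_Ov and 9172 in D120 Fe_Ov against Ma_Te. With filter C at 0.01, the number of DEGs became 36 in D10 WT_Fe_Ov against WT_Ma_Te, 203 in D10 MT_Fe_Ov against WT_Ma_Te, 160 in D10 WT_Fe_Ov against MT_Fe_Ov, 343 in D10 Fe_Ov against Ma_Te, 8980 in D30 WT_Fe_Ov against WT_Ma_Te, 8192 in D30 MT_Fe_Ov against WT_Ma_Te, 8621 in D30 Fe_Ov against Ma_Te, 8741 in D120 WT_Fe_Ov against WT_Ma_Te, 8825 in D120 MT_Fe_Ov against WT_Ma_Te, 60 in D120 WT_Fe_Ov against MT_Fe_Ov and 8983 in D120 Fe_Ov against Ma_Te. With filter D at 0.05, the number of DEGs became 165 in D10 WT_Fe_Ov against WT_Ma_Te, 996 in D10 MT_Fe_Ov against WT_Ma_Te, 415 in D10 WT_Fe_Ov against MT_Fe_Ov, 1471 in D10 Fe_Ov against Ma_Te, 720 in D30 WT_Fe_Ov against MT_Fe_Ov and 119 in D120 WT_Fe_Ov against MT_Fe_Ov. With filter D at 0.01, the number of DEGs became 103 in D10 WT_Fe_Ov against WT_Ma_Te, 412 in D10 MT_Fe_Ov against WT_Ma_Te, 274 in D10 WT_Fe_Ov against MT_Fe_Ov, 605 in D10 Fe_Ov against Ma_Te and 74 in D120 WT_Fe_Ov against MT_Fe_Ov.

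For the log2 fold changes of gsdf and figla at each stage, 119 values over the alternatives kept their direction and side of the threshold and 7 passed it where the reported value did not. The smallest library can show levels down to 0.540 CPM, which limits what can be said of genes with fewer counts in D10 WT_Ma_Te and D30 MT_Fe_Ov. Data were simulated from D10 WT_Fe_Ov and WT_Ma_Te with 200 genes changed by a log2 fold of 2. With the spread of these libraries edgeR called 122 of the changed genes, and 196 with counting error alone. For DESeq2 these numbers were 163 and 193. In this simulation the spread lowered the number of changed genes called, more so for edgeR. Both groups were given the same spread for each gene and genes were drawn independently, unlike the D10 testis libraries. Whether the spread accounts for the low D10 counts cannot be told, also because the number of genes that truly differ is unknown.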

Differences from the paper's values

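The settings of DESeq2 that were chosen after seeing the values are named here by their gene filter and largest adjusted p. Filter A keeps genes with at least 1 count in each library compared, filter B those with a mean of at least 1 over the libraries compared, filter C those with at least 1 count in each of the 27 libraries, and filter D those with a mean of at least 1 over the 27. A gap counts as closed when a value lies within 1.5 times that of the paper in either direction, which is not equality, and a value just inside this limit can lie close to the reported one. Alternatives not named for a value did not close its gap. The paper's methods name DESeq2 as the tool for DEGs.

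In D10 WT_Fe_Ov against WT_Ma_Te the number of DEGs was 2 against the paper's 147, and of the alternatives set before the data were examined DESeq2 (168) closed the gap. For all DEGs in D10 WT_Fe_Ov against WT_Ma_Te, DESeq2 with the planned filter at 0.01 (104), filter A at 0.05 (103), filter B at 0.05 (168), filter B at 0.01 (104), filter D at 0.05 (165) and filter D at 0.01 (103) closed it too, as settings chosen after seeing the values. The up-regulated DEGs of D10 WT_Fe_Ov against WT_Ma_Te numbered 2 against the paper's 133, and of the alternatives set before the data were examined DESeq2 (147) closed the gap. For up-regulated DEGs in D10 WT_Fe_Ov against WT_Ma_Te, DESeq2 with the planned filter at 0.01 (92), filter A at 0.05 (90), filter B at 0.05 (147), filter B at 0.01 (92), filter D at 0.05 (144) and filter D at 0.01 (91) closed it too, as settings chosen after seeing the values. The down-regulated DEGs of D10 WT_Fe_Ov against WT_Ma_Te numbered 0 (with 1870 genes at an unadjusted p under 0.05 in both directions) against the paper's 14, and of the alternatives set before the data were examined the replicate block (11) and DESeq2 (21) closed the gap. For down-regulated DEGs in D10 WT_Fe_Ov against WT_Ma_Te, DESeq2 with the planned filter at 0.01 (12), filter A at 0.05 (13), filter B at 0.05 (21), filter B at 0.01 (12), filter C at 0.05 (10), filter D at 0.05 (21) and filter D at 0.01 (12) closed it too, as settings chosen after seeing the values.

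In D10 MT_Fe_Ov against WT_Ma_Te the number of DEGs was 27 against the paper's 944, and of the alternatives set before the data were examined DESeq2 (1002) closed the gap. For all DEGs in D10 MT_Fe_Ov against WT_Ma_Te, DESeq2 with filter A at 0.05 (955), filter B at 0.05 (1009), filter C at 0.05 (679) and filter D at 0.05 (996) closed it too, as settings chosen after seeing the values. The up-regulated DEGs of D10 MT_Fe_Ov against WT_Ma_Te numbered 27 against the paper's 588, and of the alternatives set before the data were examined DESeq2 (639) closed the gap. For up-regulated DEGs in D10 MT_Fe_Ov against WT_Ma_Te, DESeq2 with filter A at 0.05 (584), filter B at 0.05 (642) and filter D at 0.05 (636) closed it too, as settings chosen after seeing the values. The down-regulated DEGs of D10 MT_Fe_Ov against WT_Ma_Te numbered 0 (with 3990 genes at an unadjusted p under 0.05 in both directions) against the paper's 356, and of the alternatives set before the data were examined DESeq2 (363) closed the gap. For down-regulated DEGs in D10 MT_Fe_Ov against WT_Ma_Te, DESeq2 with filter A at 0.05 (371), filter B at 0.05 (367), filter C at 0.05 (297) and filter D at 0.05 (360) closed it too, as settings chosen after seeing the values.

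In D10 WT_Fe_Ov against MT_Fe_Ov the number of DEGs was 92 against the paper's 360, and of the alternatives set before the data were examined DESeq2 (414) closed the gap. For all DEGs in D10 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (273), filter A at 0.05 (409), filter A at 0.01 (271), filter B at 0.05 (415), filter B at 0.01 (275), filter D at 0.05 (415) and filter D at 0.01 (274) closed it too, as settings chosen after seeing the values. The up-regulated DEGs of D10 WT_Fe_Ov against MT_Fe_Ov numbered 35 against the paper's 137, and of the alternatives set before the data were examined DESeq2 (147) closed the gap. For up-regulated DEGs in D10 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (93), filter A at 0.05 (147), filter A at 0.01 (96), filter B at 0.05 (148), filter B at 0.01 (95), filter D at 0.05 (148) and filter D at 0.01 (94) closed it too, as settings chosen after seeing the values. The down-regulated DEGs of D10 WT_Fe_Ov against MT_Fe_Ov numbered 57 against the paper's 223, and of the alternatives set before the data were examined DESeq2 (267) closed the gap. For down-regulated DEGs in D10 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (180), filter A at 0.05 (262), filter A at 0.01 (175), filter B at 0.05 (267), filter B at 0.01 (180), filter D at 0.05 (267) and filter D at 0.01 (180) closed it too, as settings chosen after seeing the values.

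In D30 WT_Fe_Ov against MT_Fe_Ov the number of DEGs was 401 against the paper's 624, and of the alternatives set before the data were examined edgeR's filterByExpr (524), DESeq2's size factors in edgeR (426), library totals (417), the replicate block (491), DESeq2 (719), the fit without MT_Fe_Ov replicate 3 (594) and the fit of all 27 libraries (675) closed the gap. For all DEGs in D30 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (530), filter A at 0.05 (645), filter A at 0.01 (488), filter B at 0.05 (722), filter B at 0.01 (529), filter C at 0.05 (566), filter C at 0.01 (436), filter D at 0.05 (720) and filter D at 0.01 (529) closed it too, as settings chosen after seeing the values. Library totals and DESeq2's size factors moved this number by only 16 and 25 genes. The up-regulated DEGs of D30 WT_Fe_Ov against MT_Fe_Ov numbered 210 against the paper's 328, and of the alternatives set before the data were examined edgeR's filterByExpr (266), library totals (249), the replicate block (276), DESeq2 (380), the fit without MT_Fe_Ov replicate 3 (306) and the fit of all 27 libraries (386) closed the gap. For up-regulated DEGs in D30 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (257), filter A at 0.05 (314), filter A at 0.01 (221), filter B at 0.05 (382), filter B at 0.01 (258), filter C at 0.05 (268), filter D at 0.05 (380) and filter D at 0.01 (258) closed it too, as settings chosen after seeing the values. The down-regulated DEGs of D30 WT_Fe_Ov against MT_Fe_Ov numbered 191 against the paper's 296, and of the alternatives set before the data were examined edgeR's filterByExpr (258), DESeq2's size factors in edgeR (215), the replicate block (215), DESeq2 (339), the fit without MT_Fe_Ov replicate 2 (331), the fit without MT_Fe_Ov replicate 3 (288) and the fit of all 27 libraries (289) closed the gap. For down-regulated DEGs in D30 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (273), filter A at 0.05 (331), filter A at 0.01 (267), filter B at 0.05 (340), filter B at 0.01 (271), filter C at 0.05 (298), filter C at 0.01 (241), filter D at 0.05 (340) and filter D at 0.01 (271) closed it too, as settings chosen after seeing the values.

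In D120 WT_Fe_Ov against MT_Fe_Ov the number of DEGs was 25 against the paper's 98, and of the alternatives set before the data were examined the replicate block (112), DESeq2 (119) and the fit without MT_Fe_Ov replicate 1 (66) closed the gap. For all DEGs in D120 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (74), filter A at 0.05 (114), filter A at 0.01 (74), filter B at 0.05 (122), filter B at 0.01 (76), filter C at 0.05 (88), filter D at 0.05 (119) and filter D at 0.01 (74) closed it too, as settings chosen after seeing the values. The up-regulated DEGs of D120 WT_Fe_Ov against MT_Fe_Ov numbered 9 against the paper's 42, and of the alternatives set before the data were examined the replicate block (48), DESeq2 (49) and the fit without MT_Fe_Ov replicate 1 (37) closed the gap. For up-regulated DEGs in D120 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (28), filter A at 0.05 (48), filter A at 0.01 (28), filter B at 0.05 (51), filter B at 0.01 (30), filter C at 0.05 (36), filter D at 0.05 (49) and filter D at 0.01 (28) closed it too, as settings chosen after seeing the values. The down-regulated DEGs of D120 WT_Fe_Ov against MT_Fe_Ov numbered 16 against the paper's 56, and of the alternatives set before the data were examined the replicate block (64) and DESeq2 (70) closed the gap. For down-regulated DEGs in D120 WT_Fe_Ov against MT_Fe_Ov, DESeq2 with the planned filter at 0.01 (46), filter A at 0.05 (66), filter A at 0.01 (46), filter B at 0.05 (71), filter B at 0.01 (46), filter C at 0.05 (52), filter C at 0.01 (39), filter D at 0.05 (70) and filter D at 0.01 (46) closed it too, as settings chosen after seeing the values.

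The testis-higher DEGs shared by the 3 stages numbered 1 against the paper's 116, and of the alternatives set before the data were examined none closed the gap. The ovary-higher shared DEGs numbered 31 against the paper's 156, and of the alternatives set before the data were examined DESeq2 (201) closed the gap.

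The 27 libraries of Table 1 summed to 662374981 read pairs, which is 662.375 Mb in the unit of the paper, against the 66.23 Mb in the paper's text. None of the alternatives applies to this sum.

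The cluster here paired with cluster 1 held 2925 genes against the paper's about 5300 in Fig. 3c, read by eye, and of the alternatives set before the data were examined log2(FPKM + 1) (3878) and fuzzifier 2 (4127) closed the gap. The cluster here paired with cluster 3 held 4877 genes against the paper's about 2700 in Fig. 3c, read by eye, and of the alternatives set before the data were examined mean FPKM at least 1 (3039) closed the gap.

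For the combinations of gene lists, the only alternative run was DESeq2. D10_Fe_Ov alone held 10 genes against the paper's about 110 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 196, which did not close the gap. D10_Ma_Te alone held 1 gene against the paper's about 76 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 134, which did not close the gap. D10_Fe_Ov with D30_Fe_Ov only held 1 gene against the paper's about 28 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 32, which closed the gap. D10_Fe_Ov with D120_Fe_Ov only held 4 genes against the paper's about 34 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 60, which did not close the gap. D10_Fe_Ov with D120_Ma_Te only held 5 genes against the paper's about 37 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 48, which closed the gap. D10_Fe_Ov with D30_Ma_Te only held 2 genes against the paper's about 85 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 124, which closed the gap. D10_Ma_Te with D30_Fe_Ov only held 0 genes against the paper's about 15 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 33, which did not close the gap. D10_Ma_Te with D120_Fe_Ov only held 1 gene against the paper's about 16 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 39, which did not close the gap. D10_Ma_Te with D120_Ma_Te only held 1 gene against the paper's about 39 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 67, which did not close the gap. D10_Ma_Te with D30_Ma_Te only held 0 genes against the paper's about 53 in Fig. 5a, read by eye, and DESeq2, set before the data were examined, gave 79, which closed the gap.

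The paper names gsdf among the testis-higher genes of all 3 stages and figla among the ovary-higher ones, and neither was called at D10 here, with an adjusted p of 0.0902 and 0.0736 in edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, gsdf was called by DESeq2 (adjusted p = 0.0109), the fit without WT_Ma_Te replicate 1 (adjusted p = 0.0447) and the fit of all 27 libraries (adjusted p = 0.00435), and figla was called by DESeq2 (adjusted p = 0.00232), the fit without WT_Fe_Ov replicate 2 (adjusted p = 0.0448), the fit without WT_Ma_Te replicate 1 (adjusted p = 0.0330) and the fit of all 27 libraries (adjusted p = 0.000225). The paper describes the shared ovary-higher genes as rising through the stages, and 9 of the 31 rose at both steps here. The paper's Fig. 3 places testis and ovary apart on PC1, and at D10 the difference was -0.0885 here. In Fig. 3c, nanos3, zglp1, lhcgr, gsdf and piwil1 belong to other clusters than the ones they were assigned to here, and so do 16 of the 44 genes found of Supplementary Fig. 1a.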

Other observations

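The tests of the D10 testis libraries, of the placement of DEGs on chromosomes as a whole and of the shared read length in D30 were chosen only after the result was seen, and the other tests in this part before.

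The D10 testis libraries differed among themselves. After thinning all 3 to 5551651 counts, the mean correlation of log2(FPKM + 1) of replicate 1 with the 6 ovaries was 0.963, close to its value before thinning, so lower depth did not account for the difference. The mean FPKM of genes silent in the D10 ovaries was 1.10 times as high in the library with the lowest counted share as in that with the highest, which speaks against genomic DNA. Replicate 1, the closest to the ovaries, had 10.4 FPKM of gsdf, above all 6 ovaries, which speaks against a swapped label for that library. Replicate 3 had 2.90 FPKM, within the 1.44 to 3.74 FPKM of the ovaries, so gsdf cannot tell this for replicate 3. The genes star, cfap52, figla and foxl2 lay outside the range of all 6 ovaries in each of the 3 testis libraries (star 1.60 FPKM in replicate 3 against 10.8 to 33.3 in the ovaries). Of these, star changed direction at D30, so a low level does not mark a testis. In replicate 3, figla and foxl2 rested on 2 counts and 1 count. The gene cfap52, higher in the testis at D30 and D120 too, had 3.04 FPKM in replicate 3 against at most 1.56 in the ovaries. This speaks against a swapped label for replicate 3, but only weakly, since adjacent tissue may also shift these genes. The D10 samples held adjacent tissues, and lists of marker genes were compared with 10000 random lists of the same expression. The range over the 3 testis libraries was 1.80 on the log2 scale for skeletal muscle (percentile 99.98, random median 0.596), 0.881 for nervous tissue (percentile 99.75, random median 0.261) and 2.28 for liver (percentile 100, random median 0.400). In the ovary groups the ranges were 0.475 and 0.722 for muscle, 0.0526 and 0.425 for nervous tissue, and 0.904 and 0.616 for liver. Different amounts of adjacent tissue in the D10 testis samples may account for part of the spread, as a hypothesis tested on the data it came from, and random lists are not co-regulated as markers of a tissue are.

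In D30 MT_Fe_Ov the counted share of the uniquely aligned pairs was low. The mean FPKM of genes silent in the D120 ovaries was 0.706 times that in D30 WT_Fe_Ov, which speaks against genomic DNA. Unspliced RNA cannot be seen in silent genes and was not tested. With the counts of WT_Fe_Ov and MT_Fe_Ov at D30 thinned to the smallest total of 6301347, 372 DEGs were called against 401, of which 321 were in both, so depth did not account for them. The reason for the low share was not found.

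The DEGs of WT_Fe_Ov against MT_Fe_Ov at D120 gathered on chromosome 8, with 8 of 25, or 32.0%, against 5.18% of the genes tested there. Over random placements the permutation p of the largest number on a chromosome was 0.00026 (one-sided). With 1 kept of each run of genes within 100 kb, 24 DEGs were left and all 8 on chromosome 8 were among them, so neighbouring copies did not make up this number. The permutation p for chromosome 8 alone was then 3.0e-05 (one-sided), a test of a chromosome picked from the same data and not of the largest number, so it adds no evidence. For the largest number on any chromosome, the p was 0.967 at D10 (chromosome 16, 7 of 92) and 0.157 at D30 (chromosome 5, 30 of 400), and chromosome 8 alone was not tested at these stages. Of the 8 genes, 1 had the same direction at D10 and at D30. This was LOC101171084, with a log2 fold change of 0.54 at D10 and 3.36 at D30. Directions of the others rest partly on small changes, such as 0.007 for mettl22 at D10. This count therefore cannot tell whether a line difference was present at every stage. Of the 3 named genes most raised in WT_Fe_Ov at D10, LOC105358485 and LOC105354541 lie close together on chromosome 8 and LOC101162290 on chromosome 7. Linked variants between the fish lines, acting in the adult ovary alone or at every stage, may remain as an explanation, and were not tested.

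Of the genes called between ovary and testis at D30 and tested at D120, 81.5% had the same direction at D120, where all libraries had 300 bases per read pair, so read length alone does not produce most of the D30 differences. Within D30, 0 of 3 testis libraries had the read length of the ovaries, and the size of the D30 differences cannot be told apart from it.

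The number of DEGs was compared with other splits of the same libraries. For each of the 9 comparisons of 3 libraries with 3, 1 of the 4 splits that part as many same-numbered libraries, the real one, gave as many DEGs, which this design cannot make rarer. The 10 splits of each comparison, which include those that part other numbers of them, gave the same count of 1. For Fe_Ov against Ma_Te, 1 of the 27 splits that part as many same-numbered libraries gave as many DEGs at each stage. Over all 84 splits of D10, 2 did, the other one setting replicate 2 of WT_Fe_Ov with replicates 2 and 3 of WT_Ma_Te, with 1465 DEGs. For the shared sets, 1 of 100 combinations of splits, the real one, gave as many testis-higher genes, and 1 of 100 as many ovary-higher genes.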
